# Defining the chromatin signature of inducible genes in T cells

**DOI:** 10.1186/gb-2009-10-10-r107

**Published:** 2009-10-06

**Authors:** Pek S Lim, Kristine Hardy, Karen L Bunting, Lina Ma, Kaiman Peng, Xinxin Chen, Mary F Shannon

## Abstract

**Background:**

Specific chromatin characteristics, especially the modification status of the core histone proteins, are associated with active and inactive genes. There is growing evidence that genes that respond to environmental or developmental signals may possess distinct chromatin marks. Using a T cell model and both genome-wide and gene-focused approaches, we examined the chromatin characteristics of genes that respond to T cell activation.

**Results:**

To facilitate comparison of genes with similar basal expression levels, we used expression-profiling data to bin genes according to their basal expression levels. We found that inducible genes in the lower basal expression bins, especially rapidly induced primary response genes, were more likely than their non-responsive counterparts to display the histone modifications of active genes, have RNA polymerase II (Pol II) at their promoters and show evidence of ongoing basal elongation. There was little or no evidence for the presence of active chromatin marks in the absence of promoter Pol II on these inducible genes. In addition, we identified a subgroup of genes with active promoter chromatin marks and promoter Pol II but no evidence of elongation. Following T cell activation, we find little evidence for a major shift in the active chromatin signature around inducible gene promoters but many genes recruit more Pol II and show increased evidence of elongation.

**Conclusions:**

These results suggest that the majority of inducible genes are primed for activation by having an active chromatin signature and promoter Pol II with or without ongoing elongation.

## Abstract 2

Inducible genes in T cells show the chromatin characteristics of active genes, suggesting they are primed for transcription.

## Background

The timed and coordinated regulation of gene expression is important at every developmental stage of a multicellular organism as well as in the response of the organism to environmental changes. One of the central regulators of eukaryotic gene transcription is the organization of the genome into chromatin. Histone proteins are key components of chromatin, forming the basic nucleosome packaging structure. Over the past decade, the post-translational modification of histone proteins has been shown to have a complex role in controlling gene expression (reviewed in [1,2]). In general, actively transcribed genes are associated with lysine acetylation on histones H3 and H4 and with methylation of histone H3 on lysine 4 (H3K4me). On the other hand, methylation of lysine 9 (H3K9me) or lysine 27 (H3K27me) on H3 is associated with repression. Many protein complexes responsible for adding or removing these modifications have been isolated and shown to play important roles in controlling gene expression (reviewed in [1]).

In terms of chromatin packaging, these histone modifications are considered to be important in inter-nucleosome interactions and higher order chromatin packaging [3]. In relation to gene transcription, they can form important binding surfaces on nucleosomes for chromatin binding proteins that play key roles in gene transcription (reviewed in [1]). These observations have led to the idea of a 'histone code' that marks chromatin domains in the eukaryotic nucleus and either plays a role in controlling gene transcription or is a result of the transcriptional activity of that locus.

Although the 'histone code' that marks active and inactive genes has now been characterized in some detail, there is less information in regard to the chromatin status of inducible genes prior to activation. Of particular interest in this regard are recent genome-wide studies of histone marks in mouse pluripotent embryonic stem cells that have defined a class of developmentally regulated genes as 'bivalent' - genes marked with both active (histone H3 lysine 4 trimethyl (H3K4me3)) and repressive (histone H3 lysine 27 trimethyl (H3K27me3)) histone modifications [4-6] Furthermore, many of these bivalent genes are found to have RNA polymerase II (Pol II) located at their promoters in what is proposed to be a poised state [7]. The existence of a bivalent state has also been shown on some genes in other types of stem cells and in more differentiated cells, implying that this chromatin state may be involved in controlling genes that respond to developmental or environmental signals in all cell types [8-11]. Sequential chromatin immunoprecipitation (ChIP) has been used in a couple of cases to clearly show the bivalent nature of specific genes [5,8]. Following differentiation, it has been shown that these genes often resolve into a monovalent state for expression or repression [5,9,10]. Whether genes that respond rapidly to cellular activation signals also display bivalent chromatin marks remains to be examined.

It has long been known that certain inducible genes, such as the heat shock genes [12-14] and some oncogenes [15,16], have Pol II paused or stalled close to the start of gene transcription and that an increased elongation rate plays a role in their response to signaling. Not only inducible genes but many other genes also show evidence of pausing even with detectable transcription, implying that this constitutes a common mechanism to control the transcription rate [15]. More recently, genome-wide studies in mouse and human embryonic stem cells and differentiated human cells have identified large numbers of genes where Pol II is located at the promoter in the absence of ongoing transcription and these genes are often referred to as poised [5,17,18]. In yeast, Pol II was constitutively bound to hundreds of promoter regions that are activated immediately following exit from stationary phase [18]. Recent genome-wide studies in *Drosophila *have also defined groups of genes with promoter-enriched Pol II, a feature that is postulated to facilitate rapid induction of transcription of these genes [19-21]. These studies have led to the definition of three classes of genes based on Pol II location [17,22]. Genes in the first class lack Pol II and are considered as inactive. The second class includes active genes where Pol II can be detected at both the promoter and in the body of the gene, but it should be noted that, in general, the level of Pol II in the body of the gene is lower than at the promoter or the 3' end. The third class consists of those genes where Pol II is detected at the promoter but not in the body of the gene and are considered potentially active. Genes in this third class are generally referred to as poised genes and are enriched for developmental control genes and genes that respond to developmental or environmental signals [20,21]. Recent evidence in *Drosophila *suggests that genes with promoter-proximal enrichment of Pol II can span a wide range of expression levels, supporting the idea that promoter proximal pausing is a common mechanism used to control transcription rate [20,23]. These data in turn suggest that the regulation of elongation may play an important role in the response of genes to environmental signals.

The mature cells of the immune system represent an exquisitely poised system for rapid response to pathogens and thus can be used to investigate the chromatin characteristics of genes that respond rapidly to extracellular signals. Recent genome-wide studies in human T cells have extensively characterized a large number of histone modifications using ChIP combined with massively parallel sequencing (ChIP-Seq) and identified modification patterns associated with enhancers, promoters, other genomic control regions as well as conserved domains [24-28]. These studies have also defined histone modification patterns associated with active and inactive genes, but the patterns associated with inducible genes were not examined in any detail [24-28]. Earlier studies have shown that many new regions of acetylation appear in response to T cell activation, suggesting that inducible genes may change their chromatin signature in response to activation [26,29].

Using three approaches - ChIP combined with microarray technology (ChIP-on-chip), mining of ChIP-Seq data and ChIP with quantitative PCR (ChIP-qPCR) - for individual genes, we sought to define the chromatin signature of inducible genes in T cells. To facilitate comparison of genes with similar basal expression levels, genes were binned according to their basal expression levels determined from expression profiling studies. Our results show that inducible genes in the lower basal expression bins, especially rapidly induced primary response genes, were more likely to display the chromatin characteristics of active genes than their non-responsive counterparts.

## Results

### An active histone acetylation signature at inducible gene promoters

To ask whether T cell inducible genes have a defined chromatin signature, genome-wide approaches were used to both identify inducible genes and to examine the chromatin characteristics of these genes. 

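Messenger RNA was measured in EL-4 cells, a mouse T lymphoma line, on Affymetrix Mouse Gene 1.0ST arrays. The cells were pretreated for 30 min with CHX at 10 μg/ml, which blocks protein synthesis, or with its solvent DMSO. They were then left unstimulated or were stimulated for 4 h with phorbol 12-myristate 13-acetate (PMA) at 10 ng/ml and ionomycin at 1 μM, which together act downstream of the T cell receptor. Each of the 4 groups had 3 biological replicates, 12 arrays in all. The paper's text does not say how long the unstimulated cells stayed in CHX beyond the pretreatment. The authors corrected the background with adjustment for probe sequence, normalized the arrays by quantiles and summarized the probes to log2 robust multichip average (RMA) values. The deposited table holds 35399 probe sets with no missing value, and arrays of the same group correlated at 0.987 to 0.997 across them. Of these probe sets, 21789 pair with 1 gene symbol, 1621 with several and 11989 with none. The 23410 probe sets with at least 1 symbol were tested, and genes are named only from probe sets with 1 symbol. For the 999 of 19938 genes with several such probe sets, the one with the highest mean over all arrays stands for the gene.
A mean per group was fitted to the 12 arrays with limma, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.1, the FDR that the paper states. The paper's rule then gave the groups. Primary response probe sets were higher with P/I and had a mean in CHX-treated P/I-stimulated cells at or above that in P/I-stimulated cells. Secondary response probe sets were higher with P/I and lower with CHX during P/I at the same adjusted p. Unchanged probe sets had unadjusted p-values above 0.1 for P/I, for CHX and for their interaction. The paper kept only genes whose promoters were on the tiling array, a step not repeated here. With 3 arrays per group, the number of arrays limits the precision of each value.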

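Among the mRNAs that rose in EL-4 cells after 4 h of P/I were those of several cytokines, surface receptors and transcription factors. Il2, the T cell growth factor, rose from log2 4.55 ± 0.12 to 12.01 ± 0.41 (SD, n = 3), which is 176-fold. The chemokine Ccl1 rose 94.5-fold and Tnip3, an inhibitor of NF-κB signalling, rose 68.5-fold. The next largest increases were those of the olfactory receptor Olfr644 (31.9-fold), the semaphorin Sema7a (27.8-fold), the cytokine Il4 (27.1-fold) and the growth factor Hbegf (25.5-fold). The adjusted p from limma of these 7 genes lay between 1.29e-09 and 2.52e-05. Txnip, an inhibitor of glucose uptake, had the largest decrease, with a log2 fold change of -2.67 (SE 0.43, adjusted p = 0.00123 from limma). Over all, 2118 probe sets were higher and 1970 were lower with P/I, 537 and 309 of them by more than 2-fold. With the replicate number as a block, 3034 were higher and 3026 lower. After median centring of the arrays 2048 were higher and 1594 lower, and after quantile normalization of the probe sets 2149 and 2400.
Of 23 immediate early transcription factors, 14 rose with P/I and none fell (16 higher adjusted over the list alone), among them Nr4a3 (log2 fold change 3.79) and Ier5 (1.24). The directional fry test of limma gave the list an adjusted p = 0.00135, and camera gave adjusted p = 0.118 with an estimated correlation. Of 15 NF-κB members and feedback inhibitors, 12 rose and none fell (14 adjusted over the list alone), among them Rel (3.56), Nfkb2 (2.61) and Relb (2.53), with an adjusted p = 1.18e-05 from fry. Of 21 T cell cytokines and chemokines, 13 rose and none fell (15 adjusted over the list alone), among them Tnf (3.49), with an adjusted p = 0.000137 from fry and adjusted p = 0.118 with an estimated correlation. Of 19 surface molecules of activated T cells, 15 rose and none fell (16 higher and 1 lower adjusted over the list alone), among them the adhesion receptor Crtam (3.55), the checkpoint ligand Cd274 (3.39) and the costimulatory receptor Tnfrsf9 (1.84), with an adjusted p = 2.35e-06 from fry. Of 13 genes of ATF4 and the unfolded protein response, 10 rose and none fell (12 adjusted over the list alone), among them Herpud1 (2.18), the chaperone cofactor Dnajb9 (2.18) and Sesn2 (2.11), with an adjusted p = 0.000137 from fry and adjusted p = 0.118 with an estimated correlation.
CHX during P/I changed the mRNA of members of each of these lists. Of the immediate early factors, 21 were higher with CHX and none lower (22 higher adjusted over the list alone), with Egr4 higher by log2 3.945 and Fosl2 by log2 2.50 (fry, adjusted p = 6.66e-05; adjusted p = 0.133 with an estimated correlation). Of the NF-κB list, 14 were higher and none lower (14 adjusted over the list alone), with Birc3 higher by log2 2.11 (fry, adjusted p = 0.000121; adjusted p = 0.133 with an estimated correlation). Of the surface molecules, 10 were lower and 3 higher (11 and 3 adjusted over the list alone), with a log2 fold change of -3.54 for Crtam and -1.345 for Tnfrsf9 (fry, adjusted p = 0.000129; adjusted p = 0.328 with an estimated correlation). Of the cytokines and chemokines, 7 were lower and 2 higher (7 and 3 adjusted over the list alone), with a log2 fold change of -4.76 for Ccl1 and -3.90 for Il4 (fry, adjusted p = 0.0391; adjusted p = 0.666 with an estimated correlation). Of the ATF4 and unfolded protein response genes, 8 were lower and none higher (12 adjusted over the list alone), with a log2 fold change of -2.88 for Herpud1 (fry, adjusted p = 0.000125; adjusted p = 0.217 with an estimated correlation). CHX raised 3096 probe sets and lowered 2818 during P/I. The split was 3751 higher and 2194 lower after median centring of the arrays, and 4201 and 2669 after quantile normalization of the probe sets.
Of the 2118 probe sets that rose with P/I, 532 were primary, 1121 were secondary and 465 fell between the rules. The 14 primary genes and 15 secondary genes of the paper's Figures 1 and 5 that have a probe set with 1 symbol fell in the paper's group. The paper grouped its genes from the same experiment by the same rule, so this match is not independent evidence for the groups. Spry4, which the paper's Discussion places in a cluster of primary response genes, had a P/I effect of log2 1.15 that did not pass the threshold (adjusted p = 0.137 from limma, and 0.00264 with the replicate number as a block). The primary probe sets had a median P/I effect of log2 0.62, and 271 of them were higher with CHX during P/I. In CHX-treated cells, 482 of them (90.6%) were higher with P/I, a difference that may hold a longer exposure to CHX as well. The secondary probe sets had a median P/I effect of log2 0.72 and a median CHX effect during P/I of log2 -0.83. In CHX-treated cells, 99 of them (8.8%) were higher with P/I, and 921 had a smaller P/I effect than in DMSO-treated cells by the interaction test. A longer exposure to CHX may be part of these 2 values too. Both groups were chosen by their values in the same stimulated arrays, which favours a high share in the primary group and a low share and smaller P/I effects in the secondary group. Both comparisons behind the secondary group use the P/I-stimulated DMSO arrays. No secondary probe set arose in any of 100 simulated sets of arrays with no effect, and independent lists of these sizes would share 255, so part of the excess over 255 may come from the shared arrays. Replicate 1 of each group stood apart from replicates 2 and 3, and without these 4 arrays, a choice made after seeing the data, the groups held 744 and 1499 probe sets. They held 270 and 671 without the 4 replicate 2 arrays, and 207 and 556 without the 4 replicate 3 arrays. From the direction of the CHX response, the paper reasons that mRNA of the primary genes increases without new protein and that the secondary genes need it.

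**Figure D1:**
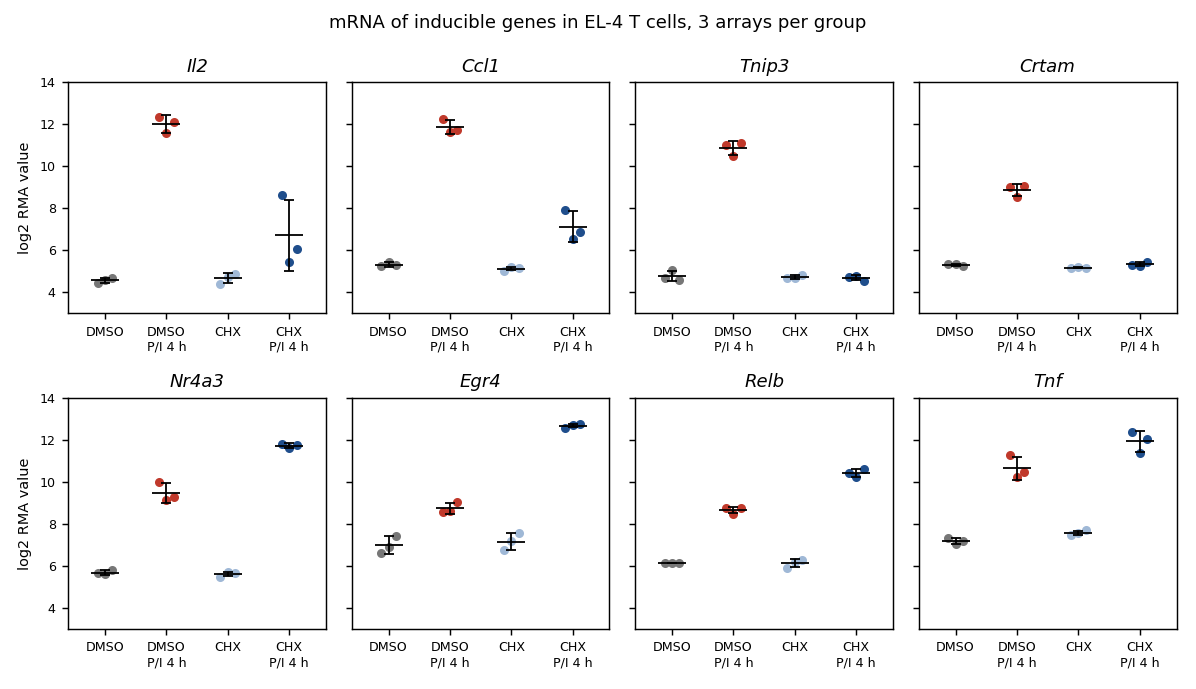
mRNA of 8 inducible genes in log2 RMA values (y axis) in the 4 groups of EL-4 cells (x axis). Points are the 3 arrays of a group, the long bar is their mean and the error bar is their SD. The P/I increases of Il2, Ccl1, Tnip3 and Crtam are smaller with CHX, and Nr4a3, Egr4, Relb and Tnf are higher with CHX during P/I.

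**Figure D2:**
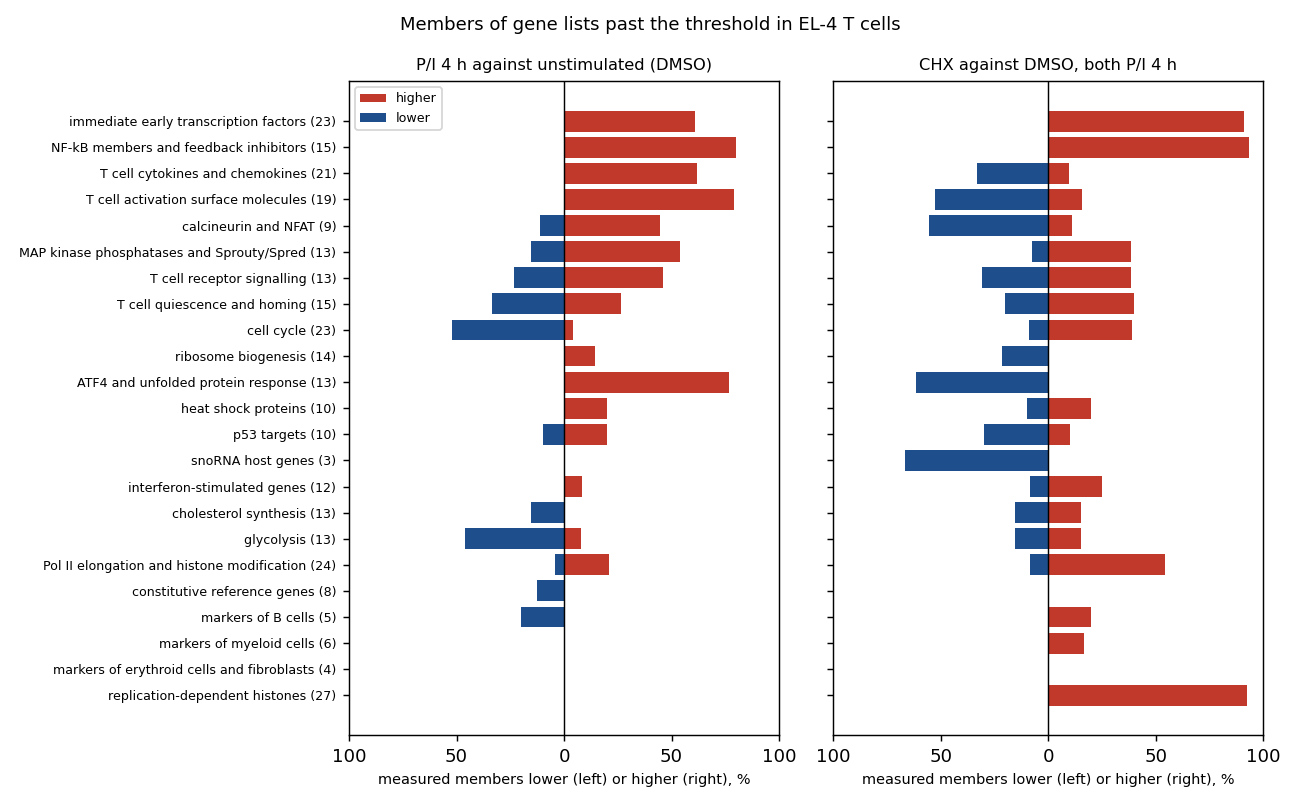
Percent of the measured members of each of 23 gene lists (y axis, number measured in brackets) that were higher (red, right) or lower (blue, left) at an adjusted p under 0.1 from limma. The left panel compares P/I for 4 h with unstimulated cells, both in DMSO, and the right panel compares CHX with DMSO, both with P/I for 4 h.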

First, expression profiling was performed on non-stimulated or phorbol 12-myristate 13-acetate and ionomycin (P/I)-treated (4 h) EL-4 T cells with or without cycloheximide (CHX) treatment, and inducible genes were identified (false discovery rate (FDR) <0.1) and grouped into primary (539 genes; those genes whose expression was not inhibited by CHX and thus do not need new protein synthesis for expression) and secondary (1,238 genes; those genes whose expression was inhibited by CHX and thus require new protein synthesis for expression) gene groups dependent on their response to CHX treatment. Both of the gene groups displayed a wide spread of basal mRNA expression levels but, on average, the primary and secondary groups displayed higher basal expression levels compared with the unchanged group or all genes (Additional data file 1a), implying that many inducible genes are already producing detectable transcripts. Therefore, to ensure comparison of genes with similar basal expression levels, the primary, secondary and unchanged groups were binned according to their basal mRNA expression levels (Table 1). 

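Basal mRNA in the unstimulated DMSO-treated cells was the mean of 3 arrays per probe set. Its median was log2 7.70 in the primary group (interquartile range 6.76 to 8.65) and log2 7.31 in the secondary group (5.93 to 8.75). It was log2 5.10 in the 10569 unchanged probe sets (4.61 to 5.92) and log2 5.89 in all 23410 (4.93 to 8.09). Primary response genes with high basal mRNA included the growth regulator Btg1 (log2 10.03 ± 0.44, SD, n = 3) and the immune checkpoint receptor Pdcd1 (log2 10.67 ± 0.12, SD, n = 3). Secondary response genes with high basal mRNA included the endoplasmic reticulum chaperone Hspa5 (log2 11.69 ± 0.09, SD, n = 3) and the adaptor Lat (log2 11.41 ± 0.06, SD, n = 3). At the low end, the secondary gene Il10 had log2 4.48 ± 0.11 (SD, n = 3). The primary probe sets ranged from log2 4.09 to 11.74 and the secondary ones from log2 4.00 to 12.34. Of the primary probe sets 372 (69.9%), of the secondary ones 624 (55.7%) and of the unchanged ones 1700 (16.1%) had basal values of log2 7 or more.
The mean basal value of the primary group exceeded that of the unchanged group by log2 2.04 and that of all probe sets by log2 1.12. For the secondary group the differences were log2 1.69 and 0.77. In a two-sided permutation test with 100000 resamples, each of the 4 differences had p = 1e-05, the smallest that these resamples can give. The test is across probe sets, which are not independent replicates. Among probe sets with a mean of at least log2 5 over all arrays, the differences from the unchanged group were log2 0.999 for the primary and 0.798 for the secondary group, and those from all probe sets were log2 0.33 and 0.13. This limit uses the stimulated arrays too, and the groups were called again under it. With the limit on the basal value itself, chosen after seeing the data, and the groups as called over all tested probe sets, the differences were log2 1.15 and 0.98 from the unchanged group and log2 0.44 and 0.27 from all probe sets.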

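In bins of 1 log2 unit of the basal value, the primary group was most numerous at log2 7 to 8 and 8 to 9, with 144 and 135 probe sets. It had 54 probe sets at log2 5 to 6, 91 at log2 6 to 7 and 57 at log2 9 to 10. The secondary group had 192, 204, 212, 189 and 141 probe sets in the bins from log2 5 to 6 up to log2 9 to 10. The unchanged group had 3255 probe sets at log2 5 to 6, 823 at log2 6 to 7, 421 at log2 7 to 8, 434 at log2 8 to 9 and 383 at log2 9 to 10. Of all probe sets at log2 5 to 6, the primary and secondary groups made up 0.9% and 3.3%, and at log2 7 to 8 they made up 5.8% and 8.6%.
Of the genes of Figure 1d, 16 have a probe set with 1 symbol, and 13 of these had basal values between log2 5 and 6. The primary genes Nr4a3, an orphan nuclear receptor, and Ier3, an early response gene, had log2 5.68 ± 0.12 and 5.39 ± 0.18 (SD, n = 3). Among the secondary genes, the antigen-presenting molecule Cd1d1 had log2 5.11, the cytokine receptor chain Il15ra 5.75, the carbonic anhydrase Car9 5.45 and the transcriptional repressor Zbtb32 5.47. The unchanged genes Snai1 (named Snail in the paper), Slc22a13 and Col11a1 had log2 5.80, 5.81 and 5.83. Their log2 fold changes with P/I were -0.02, -0.10 and -0.07, with adjusted p = 0.946, 0.751 and 0.792 from limma. Zfp438, Dhrs9 and Bcl2a1c lay below log2 5, at 4.83, 4.66 and 4.30. The P/I increase of Zfp438 did not pass the threshold without the replicate 2 or the replicate 3 array of unstimulated DMSO-treated cells. Without the replicate 2 array of unstimulated DMSO-treated cells, the primary group held 58 probe sets at log2 6 to 7, 87 at log2 8 to 9 and 34 at log2 9 to 10, and without the replicate 3 array of P/I-stimulated DMSO-treated cells, the primary and secondary groups held 37 and 91 at log2 9 to 10. With the replicate number as a block, the primary group held 206 and 90 probe sets in the bins at log2 8 to 9 and 9 to 10, the secondary group 334, 319 and 235 in the bins from log2 7 to 8 up to log2 9 to 10, and the unchanged group 217, 179 and 150.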

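Few inducible genes had basal mRNA below log2 5 in EL-4 cells. No primary and 2 secondary probe sets were among the 397 at log2 3 to 4. Among the 5966 at log2 4 to 5, 15 were primary and 99 secondary, and 4430 (74.3%) were unchanged. The primary response genes in this bin included the cytokines Lif (log2 4.78 ± 0.07, SD, n = 3) and Ifng (log2 4.93 ± 0.15, SD, n = 3). With P/I, Lif rose 8.26-fold (log2 fold change 3.05, SE 0.33, adjusted p = 7.3e-05 from limma) and Ifng 1.67-fold (log2 fold change 0.74, SE 0.14, adjusted p = 0.00436 from limma). The secondary gene Fasl, the ligand of the death receptor Fas, had log2 4.54 ± 0.08 (SD, n = 3) and rose 2.35-fold. The 15 primary probe sets became 24 with the replicate number as a block and 9 at an adjusted p under 0.05. They became 6 without the replicate 2 array and 9 without the replicate 3 array of unstimulated DMSO-treated cells, and 9 without the replicate 2 array of P/I-stimulated DMSO-treated cells.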

The numbers of primary response genes in the lower expression bins (Log_2 _3 to 4 and 4 to 5) were small and thus could not be treated in a sound statistical manner (Additional data file 7; noted as NA or not applicable).

**Table 1:** The number of expression array probes in the basal expression bins for the gene groups

	Basal expression (Log_2_)*					
	
	4 to 5	5 to 6	6 to 7	7 to 8	8 to 9	9 to 10
Primary^†^	15	51	94	147	128	58
Secondary	94	187	205	232	228	158
Unchanged	3570	2972	820	394	261	193

*Genes were placed into bins according to their basal expression (robust multichip average Log_2_) values. ^†^Genes were classified according to the kinetics of their response to P/I stimulation and their requirement for new protein synthesis.

ChIP-on-chip experiments on unstimulated EL-4 cells were performed using H3K9ac and H3 antibodies and Affymetrix mouse promoter arrays (1.0R) and the data were analyzed using the model-based analysis of tiling array (MAT) algorithm [30]. The promoter region of a gene was defined as -1.2 kb to +0.6 kb from the transcriptional start site (TSS) and the highest score of any overlapping H3K9ac or H3 region detected by MAT was used as the score for that gene. As expected from previous studies showing an association between gene expression and H3K9ac [28,31], all gene groups showed an increase in the median H3K9ac MAT region score as their basal mRNA expression levels increased (Figure 1a) but control immunoprecipitations did not show this pattern (Additional data file 1b). In general, both the primary and secondary gene groups displayed significantly higher median levels of H3K9ac compared to the unchanged gene group (Figure 1a) with the statistical significance of the differences decreasing with increasing basal expression (Additional data file 7; compare log_2 _5 to 6 with log_2 _9 to 10 for primary or secondary versus unchanged). In addition, the primary response genes were significantly more acetylated than the secondary response genes in some but not all basal expression bins (Figure 1a; Additional data file 7). Because the underlying histone density can vary across the genome, especially at promoter regions, the H3K9 acetylation values were also calculated relative to the total histone H3 scores with very similar results (Figure 1b; Additional data file 7).

**Figure 1:**
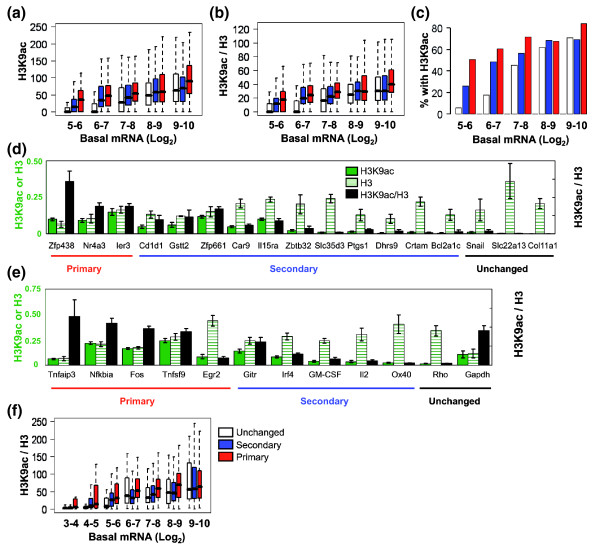
Inducible genes have higher levels of H3K9ac at their promoters. The H3K9ac levels determined from ChIP-on-chip experiments are plotted for genes grouped by their kinetics of expression (red, primary response genes; blue, secondary response genes; white, unchanged genes) and their basal expression levels (Log_2 _robust multichip average values from expression profiling). **(a, b) **Levels of H3K9ac were compared to either total genomic input DNA (a) or total H3 levels determined by ChIP-on-chip (b). **(c) **The proportion of promoters with a H3K9ac MAT score >35.2 (FDR <5%) was plotted for each of the gene groups. Three biological replicates were performed for each ChIP-on-chip and the data combined (a-c). **(d, e) **Real-time PCR was used to verify the results of microarrays (d) for a selected group of genes and to examine the H3K9ac levels for a set of well characterized inducible genes at the promoter region (e). In (d) the genes are plotted from the left to right in order of decreasing predicted H3K9ac score from the ChIP-on-chip data (with H3 levels as background control). The H3K9ac/total input (green bars), the H3/total input (hatched green bars) and the H3K9ac/H3 ratios (black bars) are shown (d, e). The averages of three independent experiments are plotted; n = 3; error bars = standard error of the mean. **(f) **Data from ChIP-Seq experiments on human CD4+ lymphocytes [28] were analyzed to determine the number of H3K9ac sequence tags that overlapped with the promoter region (-1 kb to +1 kb) of each gene and the data are plotted for the different gene groups. The basal expression levels of the genes are from a matching human CD4+ lymphocyte microarray analysis [GEO:GSE10437]. The bar marks the median score, the edges of the boxes the second and third interquartile ranges and the whiskers the first and fourth interquartile ranges (a, b, f).

Within each binned gene group there was a considerable spread of acetylation values, so we next asked if the percentage of genes above a specific acetylation score threshold was higher for the inducible gene groups. If a MAT score of 35.2 (FDR of 0.05) was set as a threshold and genes above this score designated as acetylated, then a significantly greater percentage of primary and secondary response genes were acetylated compared with the unchanged genes in the log_2 _5 to 6, 6 to 7 and 7 to 8 expression bins (Figure 1c; Additional data file 7). These data suggest that inducible genes with lower basal expression have relatively high levels of acetylation in the basal state compared with non-responsive genes and may be primed for activation.

We verified these results using ChIP-qPCR for a number of genes from the basal expression log_2 _5 to 6 bin (Figure 1d). The PCR data agreed with the predictions from the array studies, with the primary genes having the highest ratio of H3K9ac:H3, followed by the secondary response genes and then the unchanged genes (Figure 1d; Additional data file 2). We also selected a group of previously well characterized inducible genes and examined the H3K9ac status of their promoters in non-stimulated cells. 

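On the arrays, all 5 primary and all 5 secondary genes of the gene-focused set rose with P/I. Among the primary genes, the transcription factor Egr2 had a log2 fold change of 4.32 (SE 0.41) and the costimulatory ligand Tnfsf9 rose 8.33-fold. Nfkbia and Tnfaip3, inhibitors of NF-κB, rose 7.45-fold and 1.96-fold, and the AP-1 subunit Fos rose 2.28-fold. With CHX during P/I, Fos was higher by log2 3.79 (SE 0.28), Tnfaip3 by 3.15 (SE 0.22), Nfkbia by 1.45 (SE 0.15) and Egr2 by 1.39 (SE 0.41), at adjusted p-values between 2.28e-06 and 0.031 from limma. Egr2 did not pass the threshold for CHX without the replicate 2 array of P/I-stimulated DMSO-treated cells (1.24) or without the replicate 3 array of P/I-stimulated CHX-treated cells (1.25). For Tnfsf9 the CHX effect was log2 0.89 (SE 0.47, adjusted p = 0.245 from limma), which passed the threshold without the replicate 1 array of P/I-stimulated DMSO-treated cells (1.28) and with the replicate number as a block.
Among the secondary genes, the transcription factor Irf4 rose 21.5-fold, Csf2 (GM-CSF) 19.4-fold, the costimulatory receptors Tnfrsf4 (OX40) 7.57-fold and Tnfrsf18 (GITR) 2.16-fold, beside Il2. With CHX during P/I their log2 fold changes were -5.31 for Il2 (SE 0.60), -3.53 for Irf4 (SE 0.44), -2.93 for Csf2 (SE 0.68), -2.53 for Tnfrsf4 (SE 0.23) and -1.02 for Tnfrsf18 (SE 0.24), at adjusted p-values between 1.23e-05 and 0.0089 from limma. Il2 and Csf2 varied most between the CHX-treated P/I-stimulated replicates, at log2 6.71 ± 1.70 and 6.41 ± 1.56 (SD, n = 3). The Il2 mean was still higher with P/I in CHX-treated cells, by log2 2.06 (SE 0.60, adjusted p = 0.0344 from limma), and for Csf2 this difference was log2 1.22 (SE 0.68, adjusted p = 0.284 from limma). The fit pools the variance over the 4 groups. With SDs of 1.70 and 1.56 in the CHX-treated P/I-stimulated group, these SEs may be too small for comparisons with that group. The basal values of Irf4, Csf2, Tnfrsf4 and Tnfrsf18 were log2 4.53 ± 0.12, 5.06 ± 0.14, 5.38 ± 0.13 and 6.48 ± 0.31 (SD, n = 3).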

The induction levels, response to CHX and basal expression levels for this gene group are shown in Additional data file 3. Four (*Fos*, *Nfkbia*, *Tnfaip3 *and *Tnfsf9*) out of the five primary response genes displayed relatively high levels of acetylation whereas those of the secondary response group were generally lower (Figure 1e; Additional data file 2). Several control genes, the active *Gapdh *(log_2 _13.9) and the inactive *Rho *(log_2 _4.4), *Snail*, *Slc22a13 *and *Col11a1 *displayed the expected pattern for active and repressed genes, respectively (Figure 1e; Additional data file 2).

We next mined a genome-wide ChIP-Seq data set from human primary CD4+ lymphocytes [28] to find the number of H3K9ac tags that overlapped with the promoter regions (-1 kb to +1 kb of the annotated TSSs) of the human orthologs of the mouse genes. The basal expression level bins were adjusted using expression profiling data available for human CD4+ lymphocytes [27] from the same investigators (Table 2). The stimulation used in the aforementioned paper was longer than the 4 h stimulation used in this study, so we used a data set ([GEO:GSE3720] [32]) from human γδT lymphocytes stimulated for 4 h with P/I to establish if the inducible genes in EL-4 T cells were also induced in human primary lymphocytes. For the primary and secondary response genes with basal expression less than log_2 _6, 52% and 39% of the genes, respectively, were induced compared to 25% for the unchanged group (*P *< 0.002). The profile of H3K9ac was very similar to that derived from the mouse ChIP-on-chip studies, with significantly higher median levels of acetylation for the primary response genes compared with the unchanged genes in the log_2 _3 to 4, 4 to 5 and 5 to 6 expression bins (Figure 1f; Additional data file 7). Secondary response genes also showed some evidence of increased acetylation compared with unchanged genes in the lower basal expression bins and in some bins there were significant differences between primary and secondary genes (Figure 1f; Additional data file 7). The human data set contains information about a number of other acetylation marks and we found that the majority of the acetylation marks showed a similar pattern to H3K9ac, with H2AK9ac, H2BK20ac, H3K36ac and H4K16ac showing the most significant differences between the inducible and unchanged gene groups (Additional data file 4a-d). Once again, the primary response gene groups generally showed a stronger trend than the secondary response gene groups (Additional data file 4a-d).

**Table 2:** The number of genes in the basal expression bins for the human CD4+ cell data

	Basal expression (Log_2_)*						
	
	3 to 4	4 to 5	5 to 6	6 to 7	7 to 8	8 to 9	9 to 10
Primary^†^	25	28	26	47	66	77	61
Secondary	82	110	80	104	131	132	122
Unchanged	493	272	76	39	41	45	26

*Genes were placed into bins according to their basal expression (robust multichip average Log_2_) values in human primary CD4+ lymphocytes. ^†^Genes were classified according to the kinetics of their response to P/I stimulation in EL-4 cells and their requirement for new protein synthesis.

Thus, all three approaches show that inducible genes, especially primary response genes with lower basal expression, are more likely than their non-responsive counterparts to have a histone acetylation profile that resembles active genes.

### Promoter GC content does not contribute to differences in acetylation levels between inducible and non-inducible genes

Previous studies have shown that promoters without CpG islands are less likely to have acetylated histones than those with CpG islands [31]. We therefore divided the gene groups into those with and without CpG islands (Figure 2a) and asked if the presence of a CpG island correlated with the H3K9ac pattern. As expected, for the genes with CpG islands, acetylation levels were generally higher and a higher percentage of the genes were acetylated than those without CpG islands across all of the gene groups (Figure 2b-e). However, in both CpG and non-CpG island promoter groups, the inducible gene groups had significantly higher median acetylation scores than the unchanged genes in the lower basal expression bins (Figure 2b, c; Additional data file 7) and a significantly higher percentage of them was acetylated (Figure 2d, e; Additional data file 7). These data show that while GC content influences the level of acetylation across the entire gene set, the difference between inducible and non-inducible genes was not directly related to GC content.

**Figure 2:**
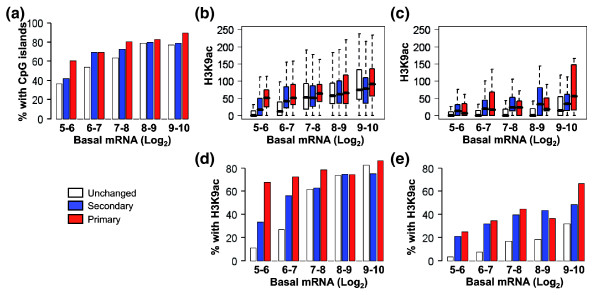
Higher H3K9ac on inducible genes is independent of the presence of CpG islands. **(a) **The percentage of genes with CpG islands is plotted for genes grouped by their kinetics of expression (red, primary response genes; blue, secondary response genes; white, unchanged genes) and basal expression levels (Log_2 _robust multichip average values from the expression microarrays). **(b, c) **H3K9ac MAT scores were plotted for the different gene groups subdivided into genes with (b) or without (c) CpG islands. The bar marks the median score, the edges of the boxes the second and third interquartile ranges and the whiskers the first and fourth interquartile ranges. **(d, e) **The percentage of promoters with a H3K9ac MAT score >35.2 (FDR <5%) was plotted for the different groups subdivided into genes with (d) or without (e) CpG islands.

### Inducible genes are more likely to display active histone methylation marks

Active genes have been shown to display a high level of H3K4 trimethylation (H3K4me3) whereas inactive genes have low levels of H4K4me3 but high levels of H3K27me3 [25,33]. In genome-wide studies in embryonic stem cells, genes with CpG islands that are destined to be activated later in development display both active (H3K4me3) and inactive (H3K27me3) histone marks and have been described as 'bivalent' [5,6]. Therefore, we next examined the patterns of the permissive H3K4me3 and the repressive H3K27me3 marks from the ChIP-Seq data set in human CD4+ T cells. As expected, these two methylation marks showed a reciprocal pattern across the range of expression bins, with H3K4me3 being strongest for the highest expression bins and H3K27me3 strongest for the lowest expression bins (Figure 3a, b). The permissive H3K4me3 mark was significantly higher for both the primary and secondary gene groups compared to the unchanged group in the log_2 _3 to 4, 4 to 5 and 5 to 6 basal expression bins (Figure 3a; Additional data file 7) while H3K27me3 displayed a reciprocal pattern across these expression bins with the exception of the secondary response genes in the lowest expression bin (Figure 3b; Additional data file 7). While the H3K4me1 and me2 patterns were very similar to the H3K4me3 pattern and the H3K27me2 and me3 patterns resembled each other and were reciprocal to the H3K4 marks, the H3K27me1 mark displayed a pattern very similar to the H3K4 marks (Additional data file 5a-d). There was no significant difference between primary and secondary gene groups for these methylation marks.

**Figure 3:**
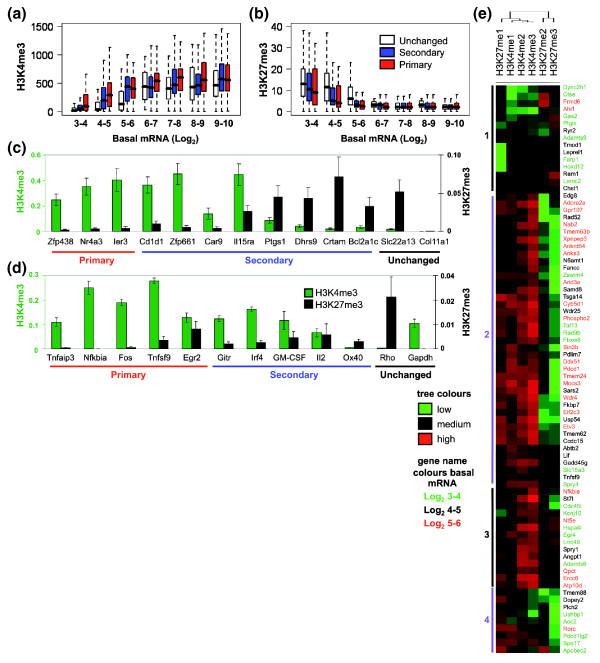
Inducible genes have higher levels of H3K4me3 and lower levels of H3K27me3. **(a, b) **Data from ChIP-Seq experiments with human CD4+ lymphocytes [28] were analyzed to determine the levels of H3K4me3 (a) and H3K27me3 (b) on different gene groups. The number of sequencing tags that overlapped with the promoter region (-1 kb to +1 kb) of each gene was used to score the genes and the data are plotted for the genes grouped by their kinetics of response to activation (red, primary response genes; blue, secondary response genes; white, unchanged genes) and basal expression levels (Log_2 _robust multichip average values from expression profiling). The bar marks the median score, the edges of the boxes the second and third interquartile ranges and the whiskers the first and fourth interquartile ranges. **(c, d) **ChIP was performed with antibodies against H3K4me3 (green bars) and H3K27me3 (black bars) using unstimulated EL-4 T cells and analyzed by real-time PCR, with primers designed against the promoter region. The data are presented as a ratio of immunoprecipitated DNA to total input DNA. The mean and standard error of three independent experiments are shown. **(e) **From the same data source used in (a) the number of sequencing tags for mono, di and tri-methylated H3K4 and H3K27, overlapping -1 to +1 kb from the TSS, were counted for primary response genes with basal expression values between Log_2 _3 and 6. The logs of the sequence counts were median centered and normalized and heatmaps for the primary response genes were generated by uncentered correlation, complete linkage clustering. The major clusters are marked and the genes are colored according to their basal expression level (green, log_2 _3 to 4; black, log_2 _4 to 5; red, log_2 _5 to 6). In the cluster diagram green indicates low tag counts and red indicates high tag counts.

We next verified the genome-wide findings by determining the status of these two chromatin marks on our selected gene groups. All of the primary response genes, in either the gene group selected from genome-wide data or the well known primary response gene group, displayed a high level of H3K4me3 and a very low level of H3K27me3, except for *Egr2 *(Figure 3c, d). The secondary response genes had more variable levels of both marks, but in general the trend was towards lower H3K4me3 and higher H3K27me3 levels (Figure 3c, d). The constitutively active or repressed genes displayed the expected patterns except for *Col11a1*, where neither mark was detected. A small number of genes, notably *Egr2 *and *Il2*, displayed both active and repressive methylation marks and could be classified as potentially bivalent (Figure 3d).

We used clustering of all of the methylation marks and the genes in the Log_2 _3 to 6 basal expression bins to ask whether primary response genes in the lower basal expression bins may be enriched for genes with a 'bivalent' mark (Figure 3e). Only a small subset of the primary response genes were identified as potentially bivalent (Figure 3e, cluster 3), with the majority displaying an active profile (Figure 3e, cluster 2). The genes with potentially bivalent marks did not appear to be enriched for a specific expression bin. Cluster 1 displayed an inactive profile with enrichment for H3K27me3 and me2 marks (Figure 3e). In addition, it can be seen that H3K27me1 did not cluster with the H3K27me3 and me2 marks but was more tightly linked with the H3K4me marks in cluster 3 (Figure 3e). Cluster 4 showed an interesting profile with enrichment for H3K27me1 but lower H3K4 marks.

These data suggest that inducible genes are likely to be marked by active methylation marks in resting cells but that a small number may be in a bivalent state. The implications for expression response for these different gene groups are not yet clear.

### Inducible genes have a higher incidence of RNA polymerase II at their promoters

Since we have shown that inducible genes with low basal mRNA expression often have an active chromatin signature, we next asked if these genes also had Pol II located at their promoters in non-stimulated cells. Using the human T cell ChIP-Seq data, we found that the median Pol II level was significantly higher at the promoters (-0.25 kb to +0.25 kb) of the inducible gene groups compared with the unchanged group (Figure 4a; Additional data file 7). This was true for the primary response genes across the majority of expression bins but for the secondary response genes in the log_2 _3 to 4, 4 to 5 and 5 to 6 bins. If promoters with the same or greater number of Pol II tags than the median level of Pol II for unchanged genes in the log_2 _6 to 7 basal expression bin are plotted, then a similar pattern is seen for the percentage of promoters that reach this threshold (Figure 4b; Additional data file 7). Significantly more of the primary response genes have Pol II at their promoters compared to the secondary genes in some but not all of the basal expression bins (Figure 4a, b; Additional data file 7).

**Figure 4:**
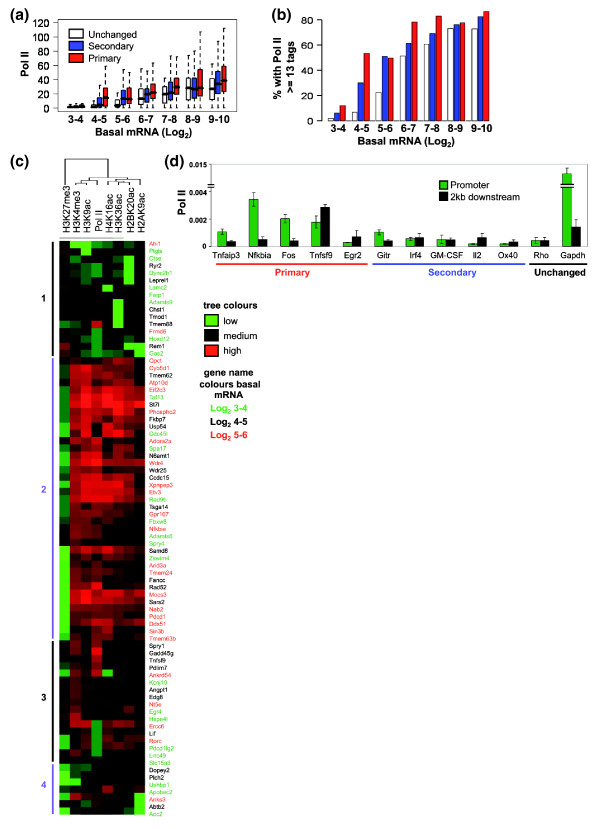
Inducible genes have higher RNA polymerase II occupancy at promoter regions. **(a) **Data from ChIP-Seq experiments with human CD4+ lymphocytes was used to determine the levels of Pol II at the promoters (-0.25 kb to +0.25 kb) of primary (red), secondary (blue) and unchanged (white) genes within each basal expression bin (Log_2 _robust multichip average values from expression profiling). The bar marks the median score, the edges of the boxes the second and third interquartile ranges and the whiskers the first and fourth interquartile ranges. **(b) **The percentage of promoters with tag counts equal to or greater than the median level (13) for the unchanged genes in the basal expression Log_2 _6 to 7 bin were plotted for each subgroup. **(c) **From the same data source the number of sequencing tags for H3K4me3 and H3K27me27, H3K9ac, H4K16ac, H2BK20ac, H2AK9ac and Pol II, overlapping -1 to +1 kb from the TSS, were counted for primary response genes with basal expression values between Log_2 _3 and 6. The logs of the sequence counts were median centered and normalized and heatmaps for the primary response genes were generated by uncentered correlation, complete linkage clustering. The major clusters are marked and the genes are colored according to their basal expression level (green, log_2 _3 to 4; black, log_2 _4 to 5; red, log_2 _5 to 6). In the cluster diagram, green indicates low tag counts and red indicates high tag counts. **(d) **ChIP assays were performed with antibodies against the CTD repeat of Pol II using unstimulated EL-4 T cells and detected by real-time PCR analysis. The data are presented as the ratio of immunoprecipitated DNA to the total input DNA and show Pol II occupancy at the promoter (green bars) and 2 kb downstream of the promoter (black bars). The mean and standard error of three independent experiments are shown.

We performed clustering analysis to ask if the genes with the active acetylation and methylation marks were also the genes that had Pol II at their promoters. The ChIP-Seq data from human T cells were used and the primary response genes in the lower basal expression bins (log_2 _3 to 6; Table 2) were clustered. The chromatin marks used were H3K4me3, H3K9ac, H4K16ac, H3K36ac, H2BK20ac and H2AK9ac as active marks and H3K27me3 as a repressive mark. The largest cluster of these primary response genes was marked by active chromatin (Figure 4c, cluster 2); moreover, all of the genes in this cluster with an active chromatin signature also showed evidence of Pol II at their promoters. Cluster 3 contained genes that were potentially bivalent and these genes displayed lower and more variable levels of Pol II (Figure 4c). As expected, the inactive gene cluster did not display promoter Pol II (Figure 4c, cluster 1). Most importantly, there was little or no evidence for genes with Pol II but without an active or at least bivalent chromatin signature (Figure 4c).

We showed above that our selected primary response gene set, with the exception of *Egr2*, had relatively high levels of active chromatin marks (H3K9ac and H3K4me3) compared to the secondary response group. We therefore asked whether the primary response genes had higher levels of Pol II in the basal state compared with the secondary response genes. Figure 4d shows that Pol II levels were higher on those primary response genes with an active chromatin signature (*Tnfaip3*, *Nfkbia*, *Fos *and *Tnfsf9*) and lower on *Egr2 *(which did not have an active chromatin signature) and also on the secondary response genes. These data support the findings from the human ChIP-Seq data clustering and again link the presence of promoter Pol II with active promoter chromatin.

Thus, we have shown that inducible genes, especially primary response genes, are more likely to have Pol II at their promoter regions and the presence of promoter Pol II is strongly associated with the presence of active chromatin marks.

### Elongation signatures at the transcribed regions of inducible genes

There has been considerable interest in the nature of Pol II at gene promoters that respond to developmental or environmental signals [20-22,34]. We therefore asked whether the enrichment of Pol II at inducible gene promoters was associated with the enrichment of an elongation signature. H3K36me3 is a mark of elongation and can be used as an indicator of active gene transcription [35]. Hence, we examined the H3K36me3 elongation mark using the human T cell ChIP-Seq data set, and tag counting at 6 to 8 kb downstream of the TSS. While there was a general trend towards higher levels of H3K36me3 in the inducible genes compared with non-responsive genes, this was only statistically significant for the log_2 _4 to 5, 5 to 6 and 8 to 9 basal expression bins (Figure 5a; Additional data file 7), implying that these genes are more likely to be undergoing elongation. If genes are considered to be H3K36me3 positive if they have the same number of or more tags compared with the average tag count for unchanged genes in the log_2 _6 to 7 basal expression bin, a similar pattern is seen, although the difference is only significant for primary response genes in the log_2 _3 to 4, 5 to 6 and 8 to 9 bins and the log_2 _4 to 5 and 5 to 6 bins for the secondary response genes (Figure 5b; Additional data file 7). The original analysis of the ChIP-Seq data by Wang *et al*. [28] showed that in addition to H3K36me3, high levels of H2BK5me1 and H4K20me1 occur in the coding regions of highly expressed genes. Both these marks showed a similar pattern to H3K36me3 in the coding regions of the inducible gene groups (Additional data file 6a, b).

**Figure 5:**
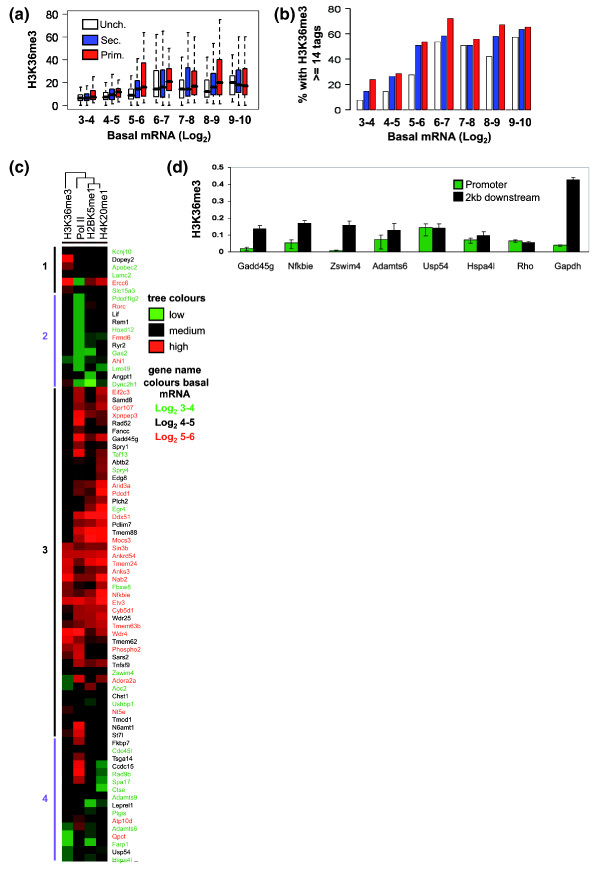
Inducible genes have higher levels of the elongation mark H3K36me3. **(a) **Data from ChIP-Seq experiments on human CD4+ lymphocytes were used to determine the levels of H3K36me3 within the gene (+6 to +8 kb) for primary (red), secondary (blue) and unchanged (white) genes in each basal expression bin (Log_2 _robust multichip average values from expression profiling). The bar marks the median score, the edges of the boxes the second and third interquartile ranges and the whiskers the first and fourth interquartile ranges. **(b) **The genes with tag counts equal to or greater than the median level (14) for the unchanged genes in the basal expression Log_2 _6 to 7 bin were considered to have H3K36me3, and the percentage of genes that were H3K36me3 positive for each subgroup is shown. **(c) **From the same data source the number of sequencing tags for Pol II (-0.25 kb to +0.25 kb) and the putative elongation marks H2BK5me1 (0 to +2 kb) and H4K20me1 (0 to +7.5 kb) as well as H3K36me3 were counted for genes with basal expression values between Log_2 _3 and 6. The logs of the sequence counts were median centered and normalized and heatmaps for the primary response genes were generated by uncentered correlation, complete linkage clustering. The major clusters are marked and the genes are colored according to their basal expression level (green, log_2 _3 to 4; black, log_2 _4 to; red, log_2 _5 to 6). In the cluster diagram green indicates low tag counts and red indicates high tag counts. **(d) **ChIP assays were performed with antibodies against trimethylated H3K36 (H3K36me3) using unstimulated EL-4 T cells and detected by real-time PCR analysis. The data are presented as the ratio of immunoprecipitated DNA to the total input DNA and shows H3K36me3 occupancy at the promoter (green bars) and 2 kb downstream of the promoter (black bars). The mean and standard error of three independent experiments are shown.

Clustering analysis was used to ask whether these primary response genes with Pol II enrichment in the log_2 _3 to 6 expression bins could be divided into those with and without evidence of basal elongation. We clustered the three elongation marks described above with the Pol II signal from the human ChIP-Seq data set and found that many genes with promoter Pol II showed evidence of elongation (Figure 5c, clusters 1 and 3). Cluster 3 was enriched for genes in the log_2 _5 to 6 basal expression bin, which are thus more likely to be producing RNA transcripts in the basal state. A smaller number of genes appeared to have promoter Pol II with little or no evidence of elongation (Figure 5c, cluster 4). It should be noted that 50% of the genes in cluster 4 were from the lowest expression bin (log_2 _3 to 4) with only two genes from the log_2 _5 to 6 basal expression bin. Most of these genes (11 of 16) also have active promoter chromatin marks and thus most likely represent a group of poised genes with promoter enriched Pol II, active promoter chromatin but no evidence of elongation or transcript accumulation.

We examined the H3K36me3 levels on six genes in EL-4 T cells, three selected from cluster 3 with clearly detectable levels of this mark and three from cluster 4 with very low levels of this mark. These genes are all inducible in the EL-4 cells (data not shown). 

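On the expression arrays, the 6 genes rose with 4 h of P/I and none was lower with CHX. The growth arrest gene Gadd45g rose from log2 7.22 ± 0.85 to 10.24 ± 0.29 (SD, n = 3), and the NF-κB inhibitor Nfkbie rose from log2 5.57 ± 0.25 to 8.30 ± 0.64 (SD, n = 3). Zswim4 rose from log2 6.74 ± 0.53 to 8.99 ± 0.06 (SD, n = 3). Of the 3 genes from cluster 4, the metalloprotease Adamts6 rose 4.26-fold, the heat shock protein Hspa4l (printed as Hspa41) 3.19-fold and Usp54 2.33-fold. The adjusted p from limma of the 6 increases lay between 2.79e-05 and 0.000997. With CHX during P/I, Nfkbie was higher by log2 1.51 (SE 0.26), Adamts6 by 1.31 (SE 0.24) and Hspa4l by 1.265 (SE 0.21). The CHX effects of Zswim4, Usp54 and Gadd45g were log2 0.44, 0.20 and 0.19 and did not pass the threshold.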

We have found that because the level of H3K36me3 varies from one part of the genome to another (data not shown and compare *Rho *with *Gapdh*) it is important to compare the level of this mark within the transcribed region and the promoter region of any one gene to gauge the level of enrichment within the gene. The three genes from cluster 3, *Gadd45g*, *Nfkbie *and *Zswim4*, all had higher levels of H3K36me3 in their transcribed regions compared with their promoter regions (Figure 5d). The three genes from cluster 4, *Adamts6*, *Usp54 *and *Hspa41*, however, did not show a significant enrichment of H3K36me3 in their transcribed regions compared with their promoter regions and are similar to the inactive *Rho *pattern, implying a lack of basal elongation (Figures 5d and 6d). The selected primary gene set also displayed an enrichment of H3K36me3 in their transcribed regions with *Egr2*, the gene with the least promoter Pol II (Figure 4d), also having the lowest H3K36me3 enrichment (Figure 6d). Despite evidence of ongoing elongation as measured by the presence of H3K36me3 in their transcribed regions, these genes display low but variable levels of expression (Additional data file 3), suggesting further post-transcriptional control for at least some primary response genes.

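On the arrays, the basal mRNA of these 5 primary response genes ranged from log2 5.18 ± 0.38 (SD, n = 3) for Tnfsf9 to log2 7.93 ± 0.08 (SD, n = 3) for Nfkbia. Fos had log2 5.78 ± 0.34, Egr2 log2 6.08 ± 0.50 and Tnfaip3 log2 6.48 ± 0.36 (SD, n = 3). Among all 23410 probe sets these values lie at the percentiles 32.7 for Tnfsf9, 48.1 for Fos, 53.0 for Egr2, 57.7 for Tnfaip3 and 73.1 for Nfkbia.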

**Figure 6:**
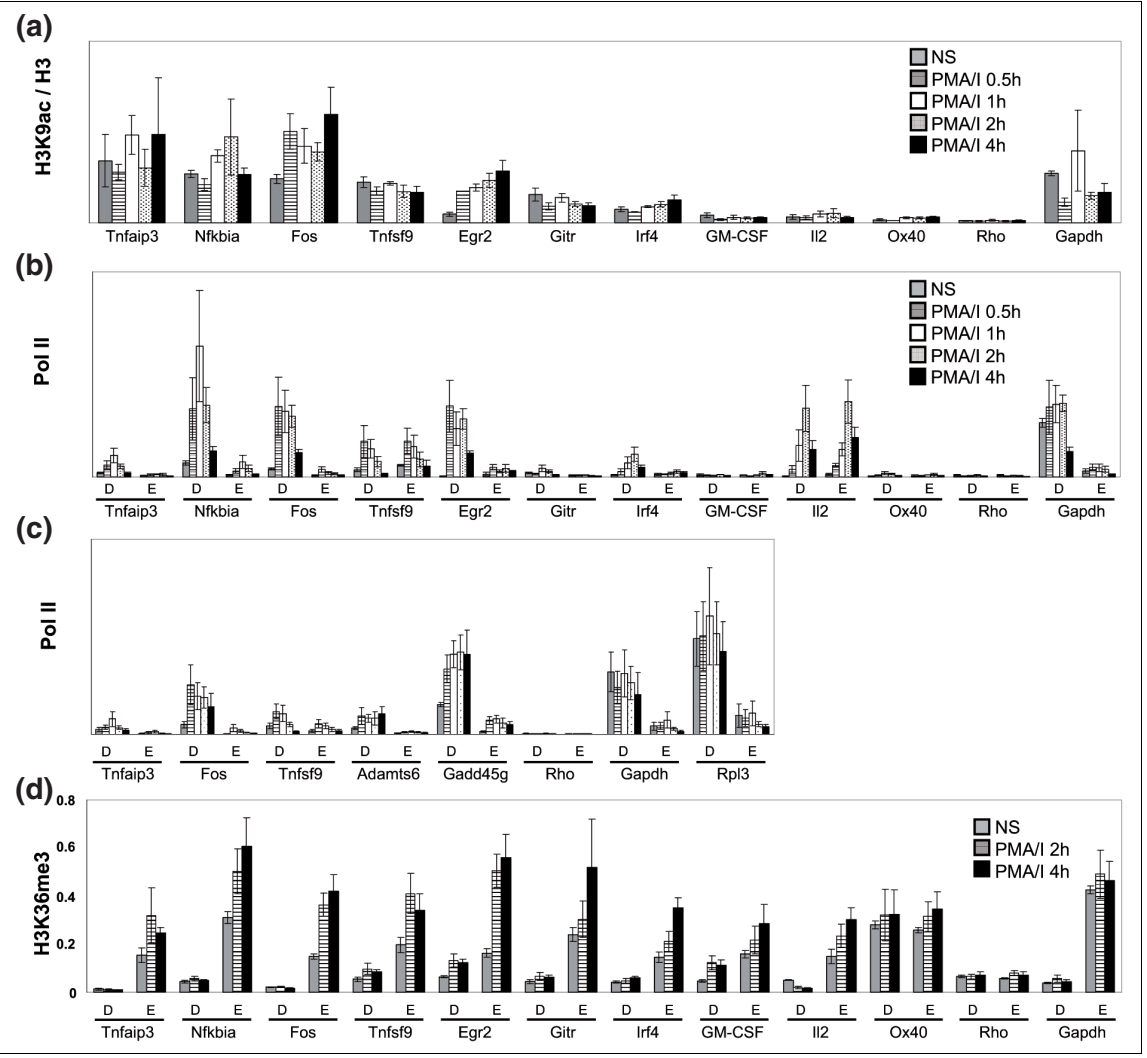
Changes in H3K9ac, Pol II and H3K36me3 upon stimulation of EL-4 T cells. **(a) **ChIP assays were performed with antibodies against H3K9ac using unstimulated EL-4 T cells (grey bars), and cells that were stimulated with P/I for 0.5 h (hatched bars), 1 h (white bars), 2 h (dotted bars) and 4 h (black bars). The data for the promoter region of each gene are presented as a ratio of H3K9ac/H3 levels. The mean and standard error of at least three independent experiments are shown. **(b, c) **ChIP was performed with antibodies against the CTD repeat of Pol II using unstimulated EL-4 T cells (grey bars), and cells that were stimulated with P/I for 0.5 h (lined bars), 1 h (white bars), 2 h (dotted bars) and 4 h (black bars). The data are presented as a ratio of immunoprecipitated DNA to the total input DNA and show Pol II occupancy for the promoter region (primer set D) and 2 kb downstream of the TSS (primer set E). The mean and standard error of three independent experiments are shown for each primer set. **(d) **A ChIP assay was performed with antibodies against H3K36me3 using unstimulated EL-4 T cells (grey bars), and cells that were stimulated with P/I for 2 h (lined bars) and 4 h (black bars). The data are presented as ratios of immunoprecipitated DNA to the total input DNA and shows H3K36me3 occupancy at the promoter region (primer set D) and 2 kb downstream (primer set E). The mean and standard error of four independent experiments are shown. PMA, phorbol myristate acetate.

Taken together, these data imply that primary response genes are more likely to have an elongation signature compared with their non-responsive counterparts with comparable basal expression. In addition, we identified a group of primary response genes with active promoter chromatin and promoter Pol II but no or a low number of elongation marks.

### Inducible genes show an increase in Pol II recruitment and elongation marks following activation

We reasoned that if many of the inducible genes, especially the primary response genes, were already in an active chromatin configuration and had Pol II available at their promoters, there may be little or no change in the level of active chromatin marks or Pol II following stimulation. We first examined changes in H3K9ac genome-wide by performing ChIP-on-chip experiments with H3K9ac and H3 antibodies in EL-4 cells stimulated for 0.5 or 4 h with P/I. Acetylation changes were assessed across a +1.2 to -0.6 kb region and genes designated as acetylated if there was a MAT score in this region of >35.2 (FDR <0.1). We found that in the lower basal expression bins (log_2 _4 to 6), while 25%, 12% and 3% of the primary, secondary and unchanged gene groups, respectively, were acetylated in the unstimulated cells, only 3% (two genes) of the promoters of primary response genes became transiently acetylated at 0.5 h following activation and 5% (14 genes) of the secondary response genes were newly acetylated at 4 h compared with 0.2% (12 and 13 genes at 0.5 h and 4 h, respectively) of the unchanged genes (data not shown). These data imply that the vast majority of inducible genes do not show an increase in H3K9ac in response to activation and may already be sufficiently acetylated for downstream events to occur.

We next examined H3K9ac levels in the selected group of inducible genes following stimulation of EL-4 T cells with P/I. Only *Egr2*, which had low H3K9ac levels in unstimulated cells, showed consistent evidence of an increase in H3K9ac following activation (Figure 6a). These results are in agreement with our previous studies showing that there was no increase in H3K9ac or other acetylation marks at the promoter regions of the *Il2 *and *GM*-C*SF *genes [29]. These results also agree with the genome-wide ChIP-on-chip studies described above where only a small percentage of genes showed an increase in acetylation. In addition, we did not detect any significant increases in the active methylation mark H3K4me3 (data not shown) as mentioned in the work by Roh *et al*. [25].

These data imply that increases in acetylation or active methylation marks are not an essential component of gene activation and that some genes may already be in a sufficiently active chromatin state to allow transcription in response to appropriate signals.

We next determined the changes in Pol II both at the promoter and in the transcribed regions of the selected gene set. For all of the primary response genes, despite detectable levels of Pol II at the majority of the promoters in non-stimulated cells, there was an immediate increase in Pol II at the promoter and an accompanying but smaller increase in the transcribed regions (Figure 6b). In the secondary response group, only three genes, *Irf4*, *Gitr *and *Il2*, showed detectable increases in Pol II and these increases appeared later, in keeping with the delayed expression of these genes (Figure 6b; Additional data file 3). The inability to detect Pol II on some secondary response genes may relate to the affinity of the antibody coupled with the degree of induction.

Additionally, we examined Pol II recruitment to two genes from the cluster analysis in Figure 5c (*Gadd45g *from cluster 3 with evidence of basal elongation and *Adamts6 *from cluster 4 with evidence for a poised polymerase) and an additional constitutively active control gene, *Rpl3*, in an independent set of quantitative PCR experiments. Both *Gadd45g *and *Adamts6*, despite their different basal states, showed evidence of Pol II recruitment at the promoter and an accompanying but lesser increase in the transcribed region while Pol II levels on *Rpl3*, like those on *Gapdh*, were not changed (Figure 6c). *Tnfaip3*, *Fos *and *Tnfsf9 *behaved in a similar manner in the two independent experimental sets (Figure 6b, c).

For most genes, with the exception of *Il2 *and *Tnfsf9*, the level of Pol II in the transcribed regions of the genes was significantly lower than at the promoter (Figure 6b), making it difficult to assess whether promoter recruitment of Pol II leads to an increase in elongation. We therefore assessed the level of H3K36me3 at the promoter and the transcribed regions of the genes. In non-stimulated cells, the level of H3K36me3 was higher in the transcribed regions than at the promoter for all genes examined, implying, in agreement with the genome-wide results above, that there may be some basal transcription occurring from these genes before activation (Figure 6d). Following activation, all of the genes that had an increased recruitment of Pol II to their promoters also underwent an increase in H3K36me3 levels in the transcribed region of the genes (Figure 6d). In addition, several other secondary response genes also showed increased H3K36me3 following activation (Figure 6d), implying that either a promoter region other than that examined was being used or that Pol II antibody was not as sensitive as the H3K36me3 antibody.

These data suggest that while inducible genes, in particular primary response genes, may be in an active chromatin configuration and have varying levels of Pol II at their promoters in non-stimulated cells, they still recruit more Pol II and increase their rate of elongation, as measured by increased H3K36me3, contributing to the observed increases in mRNA levels.

## Discussion

We have used several approaches to show that, in non-stimulated T cells, inducible genes with lower basal mRNA expression are more likely than their non-responsive counterparts to have an active chromatin signature. This active signature is particularly pronounced for primary response genes. In addition, the presence of this active chromatin signature on a gene is strongly associated with the co-location of Pol II at the gene promoter. A subgroup of genes with an active chromatin signature and promoter Pol II appear to be in a poised state.

Many studies to date, either on individual genes [29,36-38] or genome-wide [17,25,26,33,39-41], have clearly shown that chromatin around active genes is highly acetylated as well as trimethylated at H3K4. Recent ChIP-Seq studies in human CD4+ T cells have identified a chromatin signature for active genes, including acetylation at a number of lysine residues, and mono-, di-, and trimethylation on H3K4 [24,28]. We show here that a similar chromatin signature marks not only active genes but also inducible genes, especially primary response genes, and the enrichment of these marks distinguishes them from their non-responsive counterparts with similar basal expression levels, especially in the lower basal expression bins. Very recently, a similar active chromatin signature has been found on many primary response genes in macrophages [42]. Hargreaves *at al*. [42] also showed that their primary response gene group displayed active chromatin marks in several cell types, including embryonic stem cells, and suggested that primary response genes that respond to a variety of signals in many cell types may be tagged in this manner at a very early stage of development. We have also found that our primary response gene set is tagged with active chromatin in macrophages and B cells (data not shown), supporting the data of Hargreaves *et al *[42], whereas the secondary response genes that showed cell-specific expression were more variable (data not shown).

Clustering analysis clearly demonstrated that Pol II was associated with the same sets of genes that had an active chromatin signature. We found little or no evidence for the presence of an active chromatin signature in the absence of Pol II or vice versa. The small numbers of genes with such a signature are likely to have alternative TSSs. It is generally accepted that histone modifying complexes are recruited to specific genomic regions through their interaction with transcription factors that recognize their cognate DNA binding sites (reviewed in [1]). The components of the Pol II initiation complex, likewise, are recruited by directly or indirectly interacting with transcription factors bound to promoter regions [43-45]. Our results support a model of co-recruitment of histone modifying complexes and the Pol II complex since they appear to be collocated on the majority of promoters. Indeed, many transcription factors have been shown to interact with both components of the Pol II initiation complex and with histone modifying complexes (reviewed in [46]) and so co-recruitment by the same complexes is one possible model. A recent study has shown a possible role for the transcription factor Sp1 in the maintenance of an active chromatin state and the promoter enrichment of Pol II in primary response genes in macrophages [42]. This characteristic was associated with primary response genes with GC-rich promoter regions [42], and others have also recently shown that GC richness may be an important feature of establishing the permissive chromatin structure of inducible genes [47]. However, we found here that although GC-rich promoters clearly have higher levels of active chromatin marks and promoter Pol II than their non-GC-rich counterparts, the difference between the primary response genes and the non-responsive genes in a given expression bin was evident for both genes with GC-rich promoters and those with non-GC-rich promoters.

Only a small subset of the primary response genes was potentially 'bivalent', having both H3K4me3 and H3K27me3 on the same gene. These genes generally had promoter Pol II but, in general, the Pol II levels were lower and more variable than those of the genes with only active marks. The potentially bivalent genes did not display a clear pattern of active elongation marks and were not associated with either the poised or actively elongating gene sets (data not shown). Perhaps for most primary response inducible genes the permissive chromatin state is established more by the presence of other active histone modifications like H3K9ac, as shown in a study on CD8+ T cells [9], than by bivalency because of the need to respond rapidly to extracellular signals. The enrichment of active chromatin marks and promoter Pol II and the finding by others of nucleosome depletion [27] on inducible genes in non-stimulated cells suggests that the promoters of these genes resemble those of active genes regardless of the level of mature mRNA in the basal state.

Several recent genome-wide studies in yeast and *Drosophila *have shown that Pol II is located at the promoters of large numbers of genes that respond to environmental or developmental signals [17,18,20,21,24,25,28,39,48]. These studies, and others on single genes [49,50], have led to the identification of a group of genes that are described as poised and potentially active [14,22,34,51]. Our data clearly show, in agreement with these studies, that inducible genes, especially primary response genes, are more likely to have Pol II at their promoters than their non-responsive counterparts with comparable expression levels. Even within the lowest basal expression bin (log_2 _3 to 4) in the human T cell data set, >65% of the genes had evidence of promoter Pol II.

The primary response genes from the log_2 _3 to 6 basal expression bins with promoter Pol II fell into two distinct categories; those with and without evidence of elongation. The clusters with evidence of elongation are clearly enriched for genes from the higher expression bins (64% of the log_2 _4 to 5 genes and 77% of the log_2 _5 to 6 genes fall into cluster 3 in Figure 5c). This suggests that many primary response genes are already producing mRNA and induction leads to an increase from that basal level. Many of the independently assessed genes, such as *Tnfaip3*, *Nfkbia*, *Fos *and *Tnfsf9*, also display evidence of ongoing elongation in the basal state. These genes all display low but variable levels of mRNA, implying that there may be control of mRNA accumulation or stability post-translationally, as has previously been shown for genes such as *Fos *[52]. While the gene cluster with the strongest elongation signature (cluster 3 in Figure 5c) is clearly enriched for genes that are more highly expressed in the basal state (log_2 _5 to 6), there are also genes in this cluster with lower expression levels (for example, *Taf13*, *Spry4*), in which post-translational events may also play a role.

Only a relatively small cluster of genes (cluster 4 in Figure 5c) displayed promoter Pol II but had little or no evidence of elongation, and these genes were generally represented in the lowest basal expression bin. Most of these genes (11 of 16) also had an active histone acetylation and methylation signature. It is likely that such genes possess a strong signal for Pol II pausing, but further experiments would be required to determine the nature of that pausing signal. Some factors involved in the pausing of Pol II are the Negative elongation factor (NELF) and also DSIF (5,6-dichloro-1-beta-D-ribofuranosylbenzimidazole (DRB)-sensitivity-inducing factor), both of which have been shown to have repressive effects on Pol II elongation [23]; these factors have previously been shown to operate in T cells [53].

All of the primary response genes that we assessed, whether showing evidence of basal elongation or not, recruited more Pol II and displayed evidence of increased elongation following gene activation. These results imply that while the genes may have some level of Pol II and H3K36me3 in the non-stimulated cells, activation leads to an increase in these activities, most likely brought about by the induction of inducible transcription factors that more efficiently recruit and activate Pol II. Many inducible genes in T cells are controlled by inducible transcription factors such as AP-1 and NF-κB, all of which have been shown to play a role in Pol II recruitment and or elongation [42,54]. We found little evidence, however, for an increase in H3K9ac following activation and postulate that many inducible genes already display an active chromatin configuration that does not require further alteration for increased gene activity. Hargreaves *et al*. [42] have recently proposed a model whereby constitutive transcription factors such as Sp1 recruit certain histone acetylases, such as p300, to primary response genes to maintain an active chromatin acetylation signature. Inducible transcription factors then recruit different acetylases that modify a different set of lysines on the histone proteins to provide a platform to generate an even more active gene. It would be of interest to examine these latter histone modifications in T cells.

## Conclusions

The results presented here show that inducible genes, especially primary response genes, are in a more active chromatin state than their non-responsive counterparts for a given basal expression level. Recent evidence suggests that the permissive state of primary response genes may be present throughout development to allow rapid expression of these genes in many cell types [42]. It will be important to determine the molecular mechanisms that initiate and maintain this permissive state.

## Materials and methods

### Cell culture

All reagents were from Sigma-Aldrich (St Louis, MO, USA) unless otherwise stated. EL-4 T cells were cultured in RPMI 1640 medium with 10 mM HEPES, 10% fetal calf serum (CSL, Parkville, Victoria, Australia), 120 μg/ml penicillin, and 16 μg/ml gentamycin. Cells were pretreated with 10 μg/ml CHX for 30 minutes, and then stimulated with 10 ng/ml phorbol myristate acetate (Boehringer Mannheim, Mannheim, Germany) and 1 μM ionomycin (I; Sigma-Aldrich).

### RNA isolation and quantitative PCR

Total RNA was isolated using TRI-reagent, reverse transcribed as previously described and quantitative PCR (qPCR) amplification was performed with SYBR Green as previously described [55]. Amplifications were performed in 384-well optical reaction plates (Applied Biosystems, Foster City, CA, USA) with a 7900 HT Fast Real-Time PCR System (at the ACRF Biomolecular Resource Facility, JCSMR, ANU) using SDS 2.2.2 software to analyze raw data. For mRNA expression, relative mRNA levels were calculated by normalizing Ct values to ubiquitin-conjugating enzyme E2D 2 (*U*B*C*) Ct values. For ChIP analysis, relative values were calculated by normalizing immunoprecipitated DNA to total input genomic DNA with subtraction of the no-antibody background. Primers used for ChIP assay detection were designed against the promoter region and 2 kb downstream of the TSS.

### ChIP assay

ChIP assays were performed as previously described with some modifications [29]. Briefly, cells were harvested and crosslinked with formaldehyde. Cells were lysed and then sonicated using the Bioruptor (Diagenode, Liege, Belgium) to give fragments between 200 bp and 1,000 bp in length. Samples were pre-cleared with protein-A agarose/salmon sperm DNA beads (Upstate, Lake Placid, New York, USA) then immunoprecipitated with 2.5 μg anti-histone-H3 (Abcam, Cambridge, UK), 4 μg anti-acetyl-H3K9 (Upstate), 2 μg anti-trimethyl-H3K4 (Abcam), 8 μg anti-trimethyl-H3K27 (Upstate), 4 μg anti-trimethyl-H3K36 (Abcam), and 6 μg of anti-RNA polymerase II CTD repeat (Abcam, ab817).

### Expression microarrays

Three biological replicates for each treatment were carried out for the expression profiling experiments. Affymetrix Mouse Gene 1.0ST arrays were used as per the manufacturer's instructions. Quantile normalization and robust multichip average (RMA) background correction adjusting for probe sequence (Partek Software, St. Louis, Missouri, USA) was used to generate gene expression levels from the Mouse Gene 1.0ST arrays and an ANOVA test was used to identify genes induced or not induced ('unchanged') with P/I stimulation. Primary response genes were identified as genes with significantly (*P *< 0.016 equivalent to a FDR <0.1) higher expression in P/I-stimulated cells than in unstimulated cells and these genes also had to have higher or equal expression in CHX-treated P/I-stimulated cells than in just P/I-stimulated cells; that is, genes whose expression increased with stimulation and the increase was not inhibited by CHX. Secondary response genes were identified as genes with significantly (*P *< 0.016) higher expression in stimulated cells (than unstimulated), whose expression was also significantly (*P *< 0.024, FDR <0.1) decreased in the CHX-treated P/I-stimulated cells compared to the P/I stimulated cells; that is, genes where expression increased with stimulation and the increase was inhibited by CHX. Genes with *P*-values > 0.1 for all factors were classified as unchanged genes. Only genes whose promoter was represented on the DNA tiling array were used for further analysis. Groups were then subdivided further depending on their average basal expression level. Raw and normalized data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number [GEO:GSE13278].

### DNA promoter microarrays

ChIP DNA was amplified with the Whole Genome Amplification kit from Sigma as per the manufacturer's instructions but with incorporation of dUTP. DNA was fragmented and hybridized to Affymetrix Mouse Promoter 1.0R arrays as per the standard Affymetrix protocol. Three biological replicates were used for data for unstimulated cells and for the effects of stimulation on H3K9ac levels two replicates each for 0-h, 0.5-h and 4-h stimulation were used.

### ChIP-on-chip data analysis

All analysis was performed with NCBI build 36 of the mouse genome. The MAT algorithm [30] was used to find regions of H3K9ac with a bandwidth of 250 bp and a maximum gap of 150 bp. Either the matching total input DNA or H3 values were used as control samples. A MAT (-10 log p value) region cutoff score of >35.2 corresponds to a FDR <0.05 when three replicates were used (for analysis in unstimulated cells) and a FDR <0.1 when two replicates were used (for analysis of changes with stimulation). The same parameters were used to detect regions of antibody non-specific binding using the no-antibody sample arrays. Raw and normalized data have been deposited in GEO under accession number [GEO:GSE13277].

The TSSs for the genes on the 1.0ST array were obtained from the Affymetrix annotation file for build 36. Duplicate genes were not removed as often they represented pseudo-genes on different chromosomes. There is minimum gene duplication on the 1.0ST array and preliminary analysis indicated that removal of replicates does not affect results. R was used to detect if the regions of H3K9ac overlapped with the promoters of the genes in the expression groups. Where more than one region overlapped with a gene promoter, the region with the highest score was used. The promoter was considered to be from -1.2 kb (upstream) to +0.6 kb (downstream) of the TSS. Either Wilcoxon rank or Fisher exact tests were used to determine statistical significance (using R).

### ChIP-Seq analysis

Genome-wide ChIP-Seq data were obtained from Wang *et al*. [28] and the matching expression data were downloaded from GEO [GEO:GSE10437]. The raw expression data were normalized using RMA normalization (with the Partek software) as described above as opposed to the original GCOS/MAS5 normalization used in the original paper. The gene co-ordinates for the human orthologs of the mouse genes were obtained using BIOMART. R was used to count the number of sequencing tags overlapping the regions of interest. For clustering, the logs of the sequence counts for the primary, secondary and unchanged genes with basal expression values Log_2 _3 to 6 were median centered and normalized using the Cluster software (Stanford). Heatmaps were generated by uncentered correlation, complete linkage clustering and viewed with TreeView (Stanford).

## Abbreviations

ChIP: chromatin immunoprecipitation; ChIP-on-chip: ChIP combined with microarray technology; ChIP-qPCR: ChIP with quantitative PCR; ChIP-Seq: ChIP with massively parallel sequencing; CHX: cycloheximide; FDR: false discovery rate; GEO: Gene Expression Omnibus; MAT: model-based analysis of tiling array; P/I: phorbol 12-myristate 13-acetate and ionomycin; Pol II: RNA polymerase II; qPCR: quantitative PCR; RMA: robust multichip average; TSS: transcriptional start site.

## Authors' contributions

PL carried out the experimental studies and drafted the manuscript. KH carried out the data mining and analysis and drafted the manuscript. KB and CX are responsible for the preliminary studies that contributed to the conception of the study. LM prepared ChIP samples for ChIP-on-chip studies. PK carried out the microarray experiments. MS conceived the study and participated in its design and coordination and drafted the manuscript. All authors read and approved the final manuscript.

## Additional data files

The following additional data are available with the online version of this paper: a figure of the density plot of basal expression values for different gene groups and the MAT score from no antibody ChIP-on-chip arrays (Additional data file 1); a figure of ChIP with H3 and H3K9ac in unstimulated EL-4 cells (Additional data file 2); a figure of mRNA expression levels of genes in the gene-focused studies (Additional data file 3); a figure of data mined from human CD4+ ChIP-seq experiments for H2AK9ac, H2BK20ac, H3K36ac and H4K16ac (Additional data file 4); a figure of data mined from human CD4+ ChIP-seq experiments for H3K4me2, H3K4me1, H3K27me2 and H3K27me1 (Additional data file 5); a figure of data mined from human CD4+ ChIP-seq experiments for H4K20me1 and H2BK5me1 (Additional data file 6); a table of the *P*-values for the epigenomic marks in the different basal expression groups (Additional data file 7).

## Supplementary Material

Additional data file 1 Density plot of basal expression values for different gene groups and the MAT score from no antibody ChIP-on-chip arrays. Click here for file

Additional data file 2 ChIP with H3 and H3K9ac in unstimulated EL-4 cells. Click here for file

Additional data file 3 mRNA expression levels of genes in the gene-focused studies. Click here for file

Additional data file 4 Data mined from human CD4+ ChIP-seq experiments for H2AK9ac, H2BK20ac, H3K36ac and H4K16ac. Click here for file

Additional data file 5 Data mined from human CD4+ ChIP-seq experiments for H3K4me2, H3K4me1, H3K27me2 and H3K27me1. Click here for file

Additional data file 6 Data mined from human CD4+ ChIP-seq experiments for H4K20me1 and H2BK5me1. Click here for file

Additional data file 7 *P*-values for the epigenomic marks in the different basal expression groups. Click here for file

## References

[B1] KouzaridesTChromatin modifications and their function.Cell200712869370510.1016/j.cell.2007.02.00517320507

[B2] LiBCareyMWorkmanJLThe role of chromatin during transcription.Cell200712870771910.1016/j.cell.2007.01.01517320508

[B3] TremethickDJHigher-order structures of chromatin: the elusive 30 nm fiber.Cell200712865165410.1016/j.cell.2007.02.00817320503

[B4] AzuaraVPerryPSauerSSpivakovMJorgensenHFJohnRMGoutiMCasanovaMWarnesGMerkenschlagerMFisherAGChromatin signatures of pluripotent cell lines.Nat Cell Biol2006853253810.1038/ncb140316570078

[B5] BernsteinBEMikkelsenTSXieXKamalMHuebertDJCuffJFryBMeissnerAWernigMPlathKJaenischRWagschalAFeilRSchreiberSLLanderESA bivalent chromatin structure marks key developmental genes in embryonic stem cells.Cell200612531532610.1016/j.cell.2006.02.04116630819

[B6] MikkelsenTSKuMJaffeDBIssacBLiebermanEGiannoukosGAlvarezPBrockmanWKimTKKocheRPLeeWMendenhallEO'DonovanAPresserARussCXieXMeissnerAWernigMJaenischRNusbaumCLanderESBernsteinBEGenome-wide maps of chromatin state in pluripotent and lineage-committed cells.Nature200744855356010.1038/nature0600817603471PMC2921165

[B7] StockJKGiadrossiSCasanovaMBrookesEVidalMKosekiHBrockdorffNFisherAGPomboARing1-mediated ubiquitination of H2A restrains poised RNA polymerase II at bivalent genes in mouse ES cells.Nat Cell Biol200791428143510.1038/ncb166318037880

[B8] NoerALindemanLCCollasPHistone H3 modifications associated with differentiation and long-term culture of mesenchymal adipose stem cells.Stem Cells Dev20091872573610.1089/scd.2008.018918771397

[B9] ArakiYWangZZangCWoodWH3rdSchonesDCuiKRohTYLhotskyBWerstoRPPengWBeckerKGZhaoKWengNPGenome-wide analysis of histone methylation reveals chromatin state-based regulation of gene transcription and function of memory CD8+ T cells.Immunity20093091292510.1016/j.immuni.2009.05.00619523850PMC2709841

[B10] CuiKZangCRohTYSchonesDEChildsRWPengWZhaoKChromatin signatures in multipotent human hematopoietic stem cells indicate the fate of bivalent genes during differentiation.Cell Stem Cell20094809310.1016/j.stem.2008.11.01119128795PMC2785912

[B11] RodriguezJMunozMVivesLFrangouCGGroudineMPeinadoMABivalent domains enforce transcriptional memory of DNA methylated genes in cancer cells.Proc Natl Acad Sci USA2008105198091981410.1073/pnas.081013310519060200PMC2596747

[B12] RasmussenEBLisJTShort transcripts of the ternary complex provide insight into RNA polymerase II elongational pausing.J Mol Biol199525252253510.1006/jmbi.1995.05177563071

[B13] LawAHirayoshiKO'BrienTLisJTDirect cloning of DNA that interacts in vivo with a specific protein: application to RNA polymerase II and sites of pausing in *Drosophila*.Nucleic Acids Res19982691992410.1093/nar/26.4.9199461448PMC147354

[B14] LisJPromoter-associated pausing in promoter architecture and postinitiation transcriptional regulation.Cold Spring Harb Symp Quant Biol19986334735610.1101/sqb.1998.63.34710384299

[B15] KrummAHickeyLBGroudineMPromoter-proximal pausing of RNA polymerase II defines a general rate-limiting step after transcription initiation.Genes Dev1995955957210.1101/gad.9.5.5597698646

[B16] KrummAMeuliaTBrunvandMGroudineMThe block to transcriptional elongation within the human c-myc gene is determined in the promoter-proximal region.Genes Dev199262201221310.1101/gad.6.11.22011427080

[B17] GuentherMGLevineSSBoyerLAJaenischRYoungRAA chromatin landmark and transcription initiation at most promoters in human cells.Cell2007130778810.1016/j.cell.2007.05.04217632057PMC3200295

[B18] RadonjicMAndrauJCLijnzaadPKemmerenPKockelkornTTvan LeenenDvan BerkumNLHolstegeFCGenome-wide analyses reveal RNA polymerase II located upstream of genes poised for rapid response upon *S. cerevisiae *stationary phase exit.Mol Cell20051817118310.1016/j.molcel.2005.03.01015837421

[B19] BernsteinBEMeissnerALanderESThe mammalian epigenome.Cell200712866968110.1016/j.cell.2007.01.03317320505

[B20] MuseGWGilchristDANechaevSShahRParkerJSGrissomSFZeitlingerJAdelmanKRNA polymerase is poised for activation across the genome.Nat Genet2007391507151110.1038/ng.2007.2117994021PMC2365887

[B21] ZeitlingerJStarkAKellisMHongJWNechaevSAdelmanKLevineMYoungRARNA polymerase stalling at developmental control genes in the *Drosophila melanogaster *embryo.Nat Genet2007391512151610.1038/ng.2007.2617994019PMC2824921

[B22] PriceDHPoised polymerases: on your mark...get set...go!Mol Cell20083071010.1016/j.molcel.2008.03.00118406322

[B23] NechaevSAdelmanKPromoter-proximal Pol II: when stalling speeds things up.Cell Cycle20087153915441846952410.4161/cc.7.11.6006

[B24] BarskiACuddapahSCuiKRohTYSchonesDEWangZWeiGChepelevIZhaoKHigh-resolution profiling of histone methylations in the human genome.Cell200712982383710.1016/j.cell.2007.05.00917512414

[B25] RohTYCuddapahSCuiKZhaoKThe genomic landscape of histone modifications in human T cells.Proc Natl Acad Sci USA2006103157821578710.1073/pnas.060761710317043231PMC1613230

[B26] RohTYCuddapahSZhaoKActive chromatin domains are defined by acetylation islands revealed by genome-wide mapping.Genes Dev20051954255210.1101/gad.127250515706033PMC551575

[B27] SchonesDECuiKCuddapahSRohTYBarskiAWangZWeiGZhaoKDynamic regulation of nucleosome positioning in the human genome.Cell200813288789810.1016/j.cell.2008.02.02218329373PMC10894452

[B28] WangZZangCRosenfeldJASchonesDEBarskiACuddapahSCuiKRohTYPengWZhangMQZhaoKCombinatorial patterns of histone acetylations and methylations in the human genome.Nat Genet20084089790310.1038/ng.15418552846PMC2769248

[B29] ChenXWangJWoltringDGerondakisSShannonMFHistone dynamics on the interleukin-2 gene in response to T-cell activation.Mol Cell Biol2005253209321910.1128/MCB.25.8.3209-3219.200515798206PMC1069623

[B30] JohnsonWELiWMeyerCAGottardoRCarrollJSBrownMLiuXSModel-based analysis of tiling-arrays for ChIP-chip.Proc Natl Acad Sci USA2006103124571246210.1073/pnas.060118010316895995PMC1567901

[B31] BarreraLOLiZSmithADArdenKCCaveneeWKZhangMQGreenRDRenBGenome-wide mapping and analysis of active promoters in mouse embryonic stem cells and adult organs.Genome Res200818465910.1101/gr.665480818042645PMC2134779

[B32] KressEHedgesJFJutilaMADistinct gene expression in human Vdelta1 and Vdelta2 gammadelta T cells following non-TCR agonist stimulation.Mol Immunol2006432002201110.1016/j.molimm.2005.11.01116423401

[B33] SchubelerDMacAlpineDMScalzoDWirbelauerCKooperbergCvan LeeuwenFGottschlingDEO'NeillLPTurnerBMDelrowJBellSPGroudineMThe histone modification pattern of active genes revealed through genome-wide chromatin analysis of a higher eukaryote.Genes Dev2004181263127110.1101/gad.119820415175259PMC420352

[B34] MargaritisTHolstegeFCPoised RNA polymerase II gives pause for thought.Cell200813358158410.1016/j.cell.2008.04.02718485867

[B35] BannisterAJSchneiderRMyersFAThorneAWCrane-RobinsonCKouzaridesTSpatial distribution of di- and tri-methyl lysine 36 of histone H3 at active genes.J Biol Chem2005280177321773610.1074/jbc.M50079620015760899

[B36] LiangMDZhangYMcDevitDMareckiSNikolajczykBSThe interleukin-1beta gene is transcribed from a poised promoter architecture in monocytes.J Biol Chem20062819227923710.1074/jbc.M51070020016439360

[B37] EdmundsJWMahadevanLCClaytonALDynamic histone H3 methylation during gene induction: HYPB/Setd2 mediates all H3K36 trimethylation.EMBO J20082740642010.1038/sj.emboj.760196718157086PMC2168397

[B38] Brettingham-MooreKHSprodORChenXOakfordPShannonMFHollowayAFDeterminants of a transcriptionally competent environment at the GM-CSF promoter.Nucleic Acids Res2008362639265310.1093/nar/gkn11718344520PMC2377420

[B39] KimTHBarreraLOZhengMQuCSingerMARichmondTAWuYGreenRDRenBA high-resolution map of active promoters in the human genome.Nature200543687688010.1038/nature0387715988478PMC1895599

[B40] PokholokDKHarbisonCTLevineSColeMHannettNMLeeTIBellGWWalkerKRolfePAHerbolsheimerEZeitlingerJLewitterFGiffordDKYoungRAGenome-wide map of nucleosome acetylation and methylation in yeast.Cell200512251752710.1016/j.cell.2005.06.02616122420

[B41] BernsteinBEKamalMLindblad-TohKBekiranovSBaileyDKHuebertDJMcMahonSKarlssonEKKulbokasEJ3rdGingerasTRSchreiberSLLanderESGenomic maps and comparative analysis of histone modifications in human and mouse.Cell200512016918110.1016/j.cell.2005.01.00115680324

[B42] HargreavesDCHorngTMedzhitovRControl of inducible gene expression by signal-dependent transcriptional elongation.Cell200913812914510.1016/j.cell.2009.05.04719596240PMC2828818

[B43] JiangHZhangFKurosuTPeterlinBMRunx1 binds positive transcription elongation factor b and represses transcriptional elongation by RNA polymerase II: possible mechanism of CD4 silencing.Mol Cell Biol200525106751068310.1128/MCB.25.24.10675-10683.200516314494PMC1316947

[B44] FujitaTRyserSTortolaSPiuzISchlegelWGene-specific recruitment of positive and negative elongation factors during stimulated transcription of the MKP-1 gene in neuroendocrine cells.Nucleic Acids Res2007351007101710.1093/nar/gkl113817259211PMC1807974

[B45] BlauJXiaoHMcCrackenSO'HarePGreenblattJBentleyDThree functional classes of transcriptional activation domain.Mol Cell Biol19961620442055862827010.1128/mcb.16.5.2044PMC231191

[B46] LemonBTjianROrchestrated response: a symphony of transcription factors for gene control.Genes Dev2000142551256910.1101/gad.83100011040209

[B47] Ramirez-CarrozziVRBraasDBhattDMChengCSHongCDotyKRBlackJCHoffmannACareyMSmaleSTA unifying model for the selective regulation of inducible transcription by CpG islands and nucleosome remodeling.Cell200913811412810.1016/j.cell.2009.04.02019596239PMC2712736

[B48] RohTYZhaoKHigh-resolution, genome-wide mapping of chromatin modifications by GMAT.Methods Mol Biol200838795108full_text1828762510.1007/978-1-59745-454-4_7

[B49] O'BrienTLisJTRNA polymerase II pauses at the 5' end of the transcriptionally induced *Drosophila *hsp70 gene.Mol Cell Biol19911152855290192204510.1128/mcb.11.10.5285-5290.1991PMC361584

[B50] RougvieAELisJTThe RNA polymerase II molecule at the 5' end of the uninduced hsp70 gene of *D. melanogaster *is transcriptionally engaged.Cell19885479580410.1016/S0092-8674(88)91087-23136931

[B51] SaundersACoreLJLisJTBreaking barriers to transcription elongation.Nat Rev Mol Cell Biol2006755756710.1038/nrm198116936696

[B52] MurrayELSchoenbergDRA+U-rich instability elements differentially activate 5'-3' and 3'-5' mRNA decay.Mol Cell Biol2007272791279910.1128/MCB.01445-0617296726PMC1899944

[B53] GarberMEJonesKAHIV-1 Tat: coping with negative elongation factors.Curr Opin Immunol19991146046510.1016/S0952-7915(99)80077-610448148

[B54] GrondinBLefrancoisMTremblayMSaint-DenisMHamanAWagaKBedardATenenDGHoangTc-Jun homodimers can function as a context-specific coactivator.Mol Cell Biol2007272919293310.1128/MCB.00936-0617283046PMC1899927

[B55] RaoSProckoEShannonMFChromatin remodeling, measured by a novel real-time polymerase chain reaction assay, across the proximal promoter region of the IL-2 gene.J Immunol2001167449445031159177610.4049/jimmunol.167.8.4494

# Supplementary material for: Defining the chromatin signature of inducible genes in T cells
**Source:** Genome Biol. 2009 Oct 6;10(10):R107. doi: 10.1186/gb-2009-10-10-r107
**Supplement:** Additional data file 7 — P-values for the epigenomic marks in the different basal expression groups.

**Additional Data File 7**. The p-values for the epigenomic marks in the different basal expression groups.

NA = not applicable

NS = > 0.05

a Wilcoxon Rank p value

b Fishers Exact Test p value

How the deposited data were processed for this re-analysis (not part of the article)

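Messenger RNA was measured in EL-4 cells on 12 Affymetrix arrays, 3 biological replicates in each of 4 groups given by a CHX or DMSO pretreatment and by stimulation with P/I for 0 h or 4 h. The authors made the deposited log2 values with RMA background correction adjusted for probe sequence, quantile normalization and summarization in Partek, and the deposited versions of these programs are not given. No array was pooled or left out, and the values were used as deposited. The chromatin immunoprecipitation arrays, the quantitative PCR and the published sequencing data of the paper were not analysed here.

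Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a trend of the variance on intensity), with 8 residual and 3.63 prior degrees of freedom, and all tests were two-sided. The contrasts were P/I in DMSO, CHX during P/I, CHX in unstimulated cells, P/I in CHX, and the interaction of P/I and CHX. Calls were made at a Benjamini-Hochberg adjusted p under 0.1 over the 23410 probe sets with a gene symbol. The symbols came from the platform annotation, 21698 of the 21789 probe sets with 1 symbol were matched by Entrez identifier to a gene table of GRCm38.p6, and 0 symbols differed. No coordinate is given, because the paper uses another build. Gapdh, Rpl3 and Ptgs1, which the paper names, have no probe set with 1 symbol and were not analysed here.

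The genes named in the text were chosen by a rule set before the data were examined, as were the comparisons, the gene lists and the alternatives, apart from those said to be added later. The rule takes every gene that the paper names, the 12 largest increases and 8 largest decreases with P/I, the 8 largest of each direction for the other contrasts and the 6 largest of each sign for the interaction. These had to pass the threshold with no overlap between the groups, which 3 against 3 arrays give by chance for 10% of probe sets, and predicted genes and small RNA genes were passed over. It also takes up to 4 members with the smallest p of each gene list. Genes named outside it are described as chosen after their values were seen.

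The 23 lists hold immediate early transcription factors, NF-κB members and feedback inhibitors, T cell cytokines and chemokines, surface molecules of activated T cells, calcineurin and NFAT, MAP kinase phosphatases with Sprouty and Spred genes, T cell receptor signalling, T cell quiescence and homing, the cell cycle, ribosome biogenesis, ATF4 and the unfolded protein response, heat shock proteins, p53 targets, snoRNA host genes, interferon-stimulated genes, cholesterol synthesis, glycolysis, Pol II elongation and histone modification, constitutive reference genes, replication-dependent histones, and markers of B cells, of myeloid cells, and of erythroid cells and fibroblasts. Each list was tested with fry of limma in its directional form, adjusted over the 23 lists of a contrast, with camera and an estimated correlation as the alternative. The fry test asks whether the members of a list move on balance in 1 direction and does not compare the list with other genes.

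Whether equal replicate numbers mark shared batches is not stated in the paper or the labels, so this was checked on the deviations of the arrays from their group means. For P/I in DMSO the same-numbered arrays correlated at 0.57, 0.44 and 0.27, and for CHX in unstimulated cells at 0.75, 0.54 and 0.51. For P/I in CHX they correlated at 0.48, 0.30 and 0.31. These values lie above the limit of 0.1 for pairing. For CHX during P/I they were 0.28, 0.27 and 0.06, and the last of these lies under the limit. Differently numbered arrays of 2 groups correlated at -0.58 to 0.31, so same-numbered values up to 0.31 do not show pairing by themselves. The first principal component of the deviations held 47.4% of their variance. On it the replicate 1 arrays scored between 15.6 and 28.1 and the others between -18.7 and -6.0, so replicate 1 stood apart in each group. The replicate number was used as a block in an alternative fit.

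The fit was tested on simulated arrays with 23410 probe sets. Of 100 probe sets simulated with a P/I effect of log2 1, 89 were called, and of 100 with log2 2, 100 were called. Of 219 calls, 30 were false. Basal values were compared between groups with permutation tests of 100000 resamples. The alternatives were the replicate block, a variance trend with intensity, the methods' analysis of variance at their p thresholds of 0.016 and 0.024, median centring and quantile normalization of the probe-set values, only probe sets with a mean of at least log2 5, all 35399 probe sets, an adjusted p under 0.05, only the 6 arrays compared, and each array left out in turn. Leaving out a replicate number in all 4 groups, assigning arrays to groups within replicate numbers, and a limit of log2 5 on the basal value were added after the data were examined.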

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

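The test of whether CHX solely reversed P/I changes in mRNA was chosen after the result it measures was seen. So were leaving out a replicate number in all groups, assigning arrays within replicate numbers and the limit on the basal value.

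The response to P/I differed between DMSO-treated and CHX-treated cells in a direct test of the difference. Since the paper's text does not say whether the unstimulated CHX-treated cells stayed in CHX for 4 h, all values of this difference below may hold a longer exposure to CHX as well as a changed response (3196 probe sets in all, 5202 with the replicate number as a block). It was larger in CHX for 1413 probe sets and smaller for 1783. After quantile normalization of the probe sets 2065 were larger and 1625 smaller, and with the replicate number as a block 2351 and 2851. Drawn regroupings of the arrays gave at least as many calls (3196) in 2 of 100 cases with the real one counted, but they mix replicate numbers. Within replicate numbers, the 32 possible regroupings gave as many in 2 cases, with and without the replicate block, which is not under a share of 0.05, so chance is not excluded for this count. In both sets the highest other regrouping, with 5937 calls (7733 with the block), exchanged the unstimulated and P/I-stimulated arrays of the CHX-treated cells, which puts the sum of both P/I effects in the comparison. The next within replicate numbers gave 2070 calls (2961 with the block). The largest gains in CHX were log2 5.09 for the histone gene H2bc4, 3.77 for Egr4, 3.75 for the olfactory receptor pseudogene Olfr1372-ps1, 3.67 for the interferon Ifnz, 3.45 for Fosb and 3.20 for Txnip. The largest losses had interaction values of log2 -6.13 for Tnip3, -5.40 for Il2, -4.77 for Olfr644, -4.58 for Sema7a, -4.57 for Ccl1 and -4.26 for the olfactory receptor Olfr1157. The median interaction was log2 1.80 for the immediate early transcription factors (16 larger in CHX, none smaller), 1.01 for the NF-κB list (11 and none), 0.95 for the replication-dependent histones (22 and none), -0.48 for the surface molecules (1 larger, 8 smaller) and -1.65 for the ATF4 and unfolded protein response genes (none larger, 8 smaller). Their adjusted p from fry lay between 0.00045 and 0.00188, and camera gave adjusted p between 0.126 and 0.158 with an estimated correlation. Other lists also passed by fry. The median interaction was log2 -0.45 for calcineurin and NFAT (adjusted p = 0.00154 from fry) and 0.15 for the interferon-stimulated genes (0.00188). It was log2 0.16 for the myeloid markers (0.00907) and -0.26 for the p53 targets (0.0645). For these lists camera gave adjusted p between 0.126 and 0.438.

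Some signals lie in data or genes that the paper does not report. With P/I in DMSO, 1970 probe sets were lower, among them Txnip, the germinal centre gene Gcsam (log2 fold change -2.57), the melanocortin receptor Mc5r (-2.49) and the transcription factor Bhlhe41 (-2.42). Of the ATF4 and unfolded protein response genes, 10 were higher with P/I.

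CHX in cells without P/I raised 7 probe sets and lowered 0 in limma, against 5914 changed by CHX during P/I. In the cells without P/I, 1608 had an unadjusted p under 0.05 for CHX in limma, of which 967 were higher. The 7 were Arrdc3 (log2 fold change 1.69), Clk1 (1.03), Zfp87 (0.98), Fkbp7 (0.80), Zfp263 (0.79), Rasl11b (0.71) and Zfp217 (0.71), and the call of each was lost in at least 1 alternative. With the replicate number as a block, 115 were higher and 4 lower, and with the methods' analysis of variance at an unadjusted p under 0.024, 401 were higher and 400 lower. There were 0 over all 35399 probe sets and 0 with only the 6 arrays compared. There were 3, 0 and 0 without replicate 1, 2 or 3 of unstimulated DMSO-treated cells, 47, 0 and 0 without replicate 1, 2 or 3 of unstimulated CHX-treated cells, 29 and 2 without replicate 1 or 3 of P/I-stimulated DMSO-treated cells, and 0 without replicate 2 of P/I-stimulated CHX-treated cells. Without replicate 1 in all groups 662 were higher and 89 lower, and without replicate 2 or 3 in all groups there were 0. Larger spread between unstimulated replicates is argued against, because their median SD was 0.79 times that of the stimulated groups. CHX acting during P/I solely by reversing P/I changes in mRNA is argued against for the immediate early factors, the NF-κB list and histones. The values below cannot decide whether CHX acted by blocking proteins that P/I induces, since their loss could raise or lower mRNA. Of 23 immediate early factors, 14 rose and none fell with P/I, and 21 were higher with CHX during P/I (median log2 2.29). Of the 15 genes of the NF-κB list, 12 rose and none fell with P/I (median log2 1.46). With CHX during P/I, 14 of the NF-κB list were higher and none lower (median log2 1.08). Of 27 histone genes, none passed with P/I (median log2 -0.01), and 25 were higher with CHX during P/I (median log2 1.49). For the other calls a sole reversal stays open. Of all 5914, 2045 went against a P/I call, 3485 had no P/I call and 384 (6.5%) went the same way. That last share is smaller than the false calls that an adjusted p under 0.1 allows. The 271 higher with both (280 for independent lists) cannot decide this, since both effects use the P/I-stimulated DMSO arrays with opposite signs. Over the probe sets called for CHX during P/I, the 2 CHX effects, which share no array, correlated at 0.38 across genes, which are not independent replicates. An early stage of the same CHX effects in the unstimulated cells is another candidate explanation, and the difference in exposure between the groups, which the paper does not state, stays open.

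Of 27 replication-dependent histone genes, 25 were higher with CHX during P/I and none was lower, with a median of log2 1.49, and 25 were higher under both scalings of the arrays (adjusted p = 3.92e-06 from fry; adjusted p = 0.111 with an estimated correlation). H2bc4 was 39.1-fold higher, H2ac1 was higher by log2 3.24 and H1f2 by log2 3.07. With P/I in DMSO none passed the threshold (adjusted p = 0.881 from fry, 0 higher adjusted over the list alone, H2bc8 log2 fold change 0.35 at an adjusted p = 0.129 from limma, and 0.0691 with the replicate block); 1 was higher after median centring, and 1 was higher and 1 lower after quantile normalization or with the replicate block. In unstimulated cells 18 were higher with CHX adjusted over the list alone and 0 over all probe sets (adjusted p = 0.106 from fry), and 4 were higher over all probe sets with the replicate block, H1f1, H4c14, H2bc14 and H2bc8. A single H2B transcript read by the probe sets of its relatives is argued against, since members of 5 histone families passed the threshold, and scaling between arrays is argued against by the 25. More cells in S phase cannot be told apart from a direct effect of CHX on histone mRNA, which was not tested: the median CHX effect of Mcm2 to Mcm7, Pcna and Cdc45 was log2 0.33, between the bounds set beforehand. Of these 8 genes, 1 was higher with CHX during P/I, and 3 were lower with P/I in DMSO (median log2 -0.47). With P/I in CHX, 23 histone genes were higher and 1 lower, while 0 of 23 cell cycle genes were higher and 5 lower. With CHX during P/I, however, 9 cell cycle genes were higher and 2 lower, so S phase stays open.

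The primary and secondary groups had higher basal expression than the unchanged group. The 532 primary probe sets exceeded the largest group among 99 other drawn assignments of the 12 arrays, 444, and the 1121 secondary ones exceeded 11 (1 of 100 each, the real assignment included). This argues against group sizes that arise with no treatment effect at all. It does not test the P/I and CHX parts of each rule separately. With assignments drawn within each replicate number, which keep any pairing by number, the primary group was as large in 1 of 100 (highest other 362). The secondary group was as large in 3 of 100 (highest other 1455). With the replicate block in the fit, the real groups held 792 and 1671 probe sets. They were as large in 1 of 100 (highest other 499) and 2 of 100 (highest other 1812). The drawn assignments with a larger secondary group kept the 3 CHX-treated P/I-stimulated arrays together as a group. A larger spread of dim probe sets is argued against, since their median residual SD was 0.55 times that of bright ones. This ratio cannot decide whether changes were harder to detect in dim probe sets, because it does not measure the size of their changes. At log2 3 to 4 the median SD was 0.068 and 0.5% were induced, against 0.204 and 18.3% at log2 7 to 8. Whether probe sets without detectable signal fill the unchanged group stays open, because no detection call was available and a basal limit of log2 5 left 5778 of the 10569 unchanged against 517 of the 532 primary probe sets. The mean of the primary group exceeded that of the unchanged group by log2 0.999 with the limit on the mean of all arrays, stimulated ones included, where the groups were called again (5999 unchanged). With the limit on the basal value, where they were not, the means differed by log2 1.15 and the medians by log2 2.00.

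For the other 4 comparisons, 10 splits of 3 against 3 arrays are too few for a share under 0.05. The real splits gave 4088 (P/I), 5914 (CHX during P/I), 7 (CHX in unstimulated cells) and 5108 (P/I in CHX) calls, 1 of 10 splits each, and the highest other split gave 0 in each.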

How the results depend on the processing

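No list result that passed the threshold and no named gene changed direction. The balance of higher and lower probe sets turned after quantile normalization for P/I (2118 and 1970 to 2149 and 2400), for P/I in CHX (2389 and 2719 to 3304 and 2602) and for the interaction (1413 and 1783 to 2065 and 1625). After median centring it turned for P/I in CHX (2536 and 2280). Leaving out a replicate number in all groups, chosen after seeing the data, turned it as well. For CHX during P/I, 3096 and 2818 became 1690 and 1737 without replicate 2, and 1388 and 1429 without replicate 3. For P/I in CHX, 1097 were higher and 1076 lower without replicate 3. The array number limits what can be called. Of the 23410 probe sets, 6363 had basal values under log2 5. Whether signal over background limits their calls was not tested, because no detection call was available. For CHX in unstimulated cells the 7 calls became 119 with the replicate block, 801 with the methods' analysis of variance, 0 over all probe sets of the table and 0 with only the 6 arrays compared. The interaction had 5202 calls with the replicate block. The unchanged group held 5999 probe sets with the filter at log2 5 and 16428 over all probe sets, since fewer or more were tested. The primary probe sets below log2 5 became 25 with the replicate block, 24 over all probe sets and 9 at an adjusted p under 0.05. For the other counts the cause was not tested.

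Leaving out each array in turn gave 3058 to 4468 calls for P/I, 4791 to 6294 for CHX during P/I, 0 to 47 for CHX in unstimulated cells, 3738 to 6029 for P/I in CHX, 2404 to 3428 for the interaction, 356 to 601 primary, 872 to 1170 secondary and 8900 to 11625 unchanged probe sets, 6 to 18 primary probe sets below log2 5 and a primary minus unchanged basal difference of 1.82 to 2.15. Leaving out a replicate number in all groups, chosen after seeing the data, gave 1650 to 5763 (P/I), 2817 to 7592 (CHX during P/I), 0 to 751 (CHX in unstimulated cells), 2173 to 6621 (P/I in CHX), 699 to 4666 (interaction), 207 to 744 primary, 556 to 1499 secondary and 8210 to 14133 unchanged; each highest count but the last came without replicate 1. Without replicate 2 the counts were 2128, 3427, 0, 2817, 1255, 270 and 671, and without replicate 3 they were 1650, 2817, 0, 2173, 699, 207 and 556, in the order above, with fewer arrays in each fit. Over all alternatives set beforehand the basal difference was log2 1.00 to 2.38.

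With camera and an estimated correlation, 2 P/I lists, NF-κB (0.0688) and surface molecules (0.0248), and no list for CHX during P/I had an adjusted p under 0.1. The P/I lists that passed with fry and not with camera were the immediate early factors, cytokines, calcineurin and NFAT, and ATF4 (0.118 each), MAP kinase phosphatases (0.249), T cell receptor signalling and the cell cycle (0.464), heat shock proteins and glycolysis (0.377), and myeloid markers (0.768). For CHX during P/I the lists that passed with fry alone were the immediate early factors, NF-κB, and calcineurin and NFAT (0.133), cytokines, MAP kinase phosphatases, p53 targets and snoRNA hosts (0.666), surface molecules (0.328), ATF4 (0.217), interferon-stimulated genes (0.33), Pol II (0.616), myeloid markers (0.753) and histones (0.111). With the replicate block, fry gave P/I calls for ribosome biogenesis (0.0202), interferon-stimulated (0.0462) and cholesterol genes (0.0739), and CHX calls during P/I for quiescence (0.00364), the cell cycle (0.0114) and ribosome biogenesis (0.0282); the block changed no other call of these lists. Of 135 results on named genes, 9 lost and 5 gained a call in at least 1 alternative, and 0 changed direction.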

Differences from the paper's values

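The paper's Table 1 gives 261 unchanged array probes at log2 8 to 9, and 434 unchanged probe sets lay there. Of the 19 alternatives set before the data were examined, 4 came within 1.5 times the paper's value in either direction, with 179 probe sets under the replicate block, 383 after quantile normalization, 344 without replicate 1 of unstimulated DMSO-treated cells and 320 without replicate 1 of P/I-stimulated DMSO-treated cells. The other 15 did not and gave 413 to 658. At log2 9 to 10 the paper's Table 1 gives 193 unchanged array probes, and 383 unchanged probe sets lay there. The replicate block, with 150, came within 1.5 times the paper's value, and the other 18 alternatives did not and gave 293 to 497. The paper's Table 1 counts array probes, the paper kept only genes with promoters on the tiling array, and it states p-values above 0.1 for all factors. The counts here are of all probe sets with a gene symbol at the same p-value.

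The paper draws the genes of Figure 1d from the bin at log2 5 to 6. Of the 16 measured, 13 lay in it.

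The paper's Discussion names Spry4 in a cluster of primary response genes, and its P/I effect did not pass the threshold (adjusted p = 0.137). It passed with the replicate block, with a variance trend, with probe sets of a mean of at least log2 5 alone, without replicate 3 of unstimulated DMSO-treated cells, and without replicate 1 or replicate 3 of P/I-stimulated CHX-treated cells.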

Other observations

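Some genes of division and of sugar use were lower after P/I, and others did not pass the threshold. Of 23 cell cycle genes, 12 fell and 1 rose (16 and 1 adjusted over the list alone; fry, adjusted p = 0.0403; adjusted p = 0.464 with an estimated correlation), and Bub1, Mki67 and Aurkb had log2 fold changes of -1.40, -1.05 and -0.85. With CHX during P/I, 9 were higher and 2 lower (11 and 2 adjusted over the list alone; fry, adjusted p = 0.151, and 0.0114 with the replicate block; adjusted p = 0.753 with an estimated correlation), with Mki67 higher by log2 1.22 and Ccne2 changed by log2 -1.93. Of 13 glycolysis genes, 6 fell and 1 rose with P/I (6 and 1 adjusted over the list alone; fry, adjusted p = 0.0197; adjusted p = 0.377 with an estimated correlation): the glucose transporter Slc2a1 had a log2 fold change of -1.10 and the regulator Pfkfb3 1.47. CHX during P/I raised 2 and lowered 2 of these (2 and 4 adjusted over the list alone; adjusted p = 0.614 from fry). Of 15 genes of quiescence and homing, 4 rose and 5 fell with P/I (5 and 5 adjusted over the list alone; adjusted p = 0.164 from fry), with 3.97 for Slfn2 and -1.94 for Il7r, and CHX during P/I raised 6 and lowered 3 (8 and 4 adjusted over the list alone; fry, adjusted p = 0.282, and 0.00364 with the replicate block; adjusted p = 0.754 with an estimated correlation).

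Signalling genes moved in both directions. Of 9 calcineurin and NFAT genes, 4 rose and 1 fell with P/I (5 and 2 adjusted over the list alone; fry, adjusted p = 0.000137; adjusted p = 0.118 with an estimated correlation), with 2.39 for Nfatc1, and with CHX during P/I 5 were lower and 1 higher (6 and 1 adjusted over the list alone; fry, adjusted p = 0.000127; adjusted p = 0.133 with an estimated correlation). Of 13 MAP kinase phosphatase, Sprouty and Spred genes, 7 rose and 2 fell (8 and 2 adjusted over the list alone; fry, adjusted p = 0.0021; adjusted p = 0.249 with an estimated correlation), with 3.45 for Spry1, and with CHX during P/I 5 were higher and 1 lower (5 and 1 adjusted over the list alone; fry, adjusted p = 0.0751; adjusted p = 0.666 with an estimated correlation), with 3.79 for Dusp1. Of 13 T cell receptor signalling genes, 6 rose and 3 fell (7 and 3 adjusted over the list alone; fry, adjusted p = 0.00288; adjusted p = 0.464 with an estimated correlation), and CHX during P/I raised 5 and lowered 4 (5 and 4 adjusted over the list alone; adjusted p = 0.259 from fry). Of 24 genes of Pol II elongation and histone modification, 5 rose and 1 fell (5 and 2 adjusted over the list alone; adjusted p = 0.881 from fry; the median was log2 -0.19 and the mean 0.02, and 5 rose and 7 fell after quantile normalization), with 1.99 for the demethylase Kdm6b, and CHX during P/I raised 13 and lowered 2 (14 and 2 adjusted over the list alone; fry, adjusted p = 0.0192; adjusted p = 0.616 with an estimated correlation).

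Of 12 interferon-stimulated genes, 1 rose with P/I (0 adjusted over the list alone), and the list median was log2 -0.09. The direction of the list in fry was down, with adjusted p = 0.608, and 0.0462 with the replicate block (adjusted p = 0.939 with an estimated correlation). With CHX during P/I, 3 were higher and 1 lower (3 and 1 adjusted over the list alone; fry, adjusted p = 0.000127; adjusted p = 0.33 with an estimated correlation), with Cxcl10 higher by log2 2.99. Of 13 cholesterol synthesis genes, 2 fell with P/I (1 adjusted over the list alone; fry, adjusted p = 0.402, and 0.0739 with the replicate block; adjusted p = 0.939 with an estimated correlation), and CHX during P/I raised 2 and lowered 2 (2 and 2 adjusted over the list alone; adjusted p = 0.701 from fry). Of 14 ribosome biogenesis genes, 2 rose with P/I (3 adjusted over the list alone; fry, adjusted p = 0.367, and 0.0202 with the block; adjusted p = 0.768 with an estimated correlation), and 3 were lower with CHX during P/I (3 adjusted over the list alone; fry, adjusted p = 0.397, and 0.0282 with the block; adjusted p = 0.763 with an estimated correlation). Of 10 heat shock genes, 2 rose with P/I (2 adjusted over the list alone; fry, adjusted p = 0.0403; adjusted p = 0.377 with an estimated correlation), and CHX during P/I raised 2 and lowered 1 (2 and 1 adjusted over the list alone; adjusted p = 0.675 from fry). Of 10 p53 targets, 2 rose and 1 fell with P/I (2 and 3 adjusted over the list alone; adjusted p = 0.881 from fry), and CHX during P/I raised 1 and lowered 3 (1 and 3 adjusted over the list alone; fry, adjusted p = 0.0975; adjusted p = 0.666 with an estimated correlation). Of 3 snoRNA host genes, none passed with P/I (0 adjusted over the list alone; adjusted p = 0.881 from fry) and 2 were lower with CHX during P/I (2 adjusted over the list alone; fry, adjusted p = 0.0961; adjusted p = 0.666 with an estimated correlation).

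Of 8 reference genes, Sdha fell with P/I by 0.42 on the log2 scale (1 adjusted over the list alone; adjusted p = 0.428 from fry; none was called after median centring), and none passed with CHX during P/I (0 adjusted over the list alone; adjusted p = 0.804 from fry; 2 were higher after quantile normalization). Of 5 B cell markers, Cd79b fell with P/I by 0.94 and was higher by log2 0.54 with CHX during P/I (1 and 1 adjusted over the list alone; adjusted p = 0.327 and 0.614 from fry). Of 6 myeloid markers, none passed with P/I (0 adjusted over the list alone; fry, adjusted p = 0.0648; adjusted p = 0.768 with an estimated correlation), and Adgre1 was higher by log2 0.25 with CHX during P/I (0 adjusted over the list alone; 2 after either scaling; fry, adjusted p = 0.0754; adjusted p = 0.753 with an estimated correlation). Of the list of erythroid and fibroblast markers, only the 4 fibroblast genes Col1a1, Col1a2, Col3a1 and Dcn were measured, so erythroid markers were not tested. None of the 4 passed with P/I or with CHX during P/I (0 and 0 adjusted over the list alone, adjusted p = 0.881 and 0.675 from fry).

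Across all 23410 probe sets, which are not independent replicates, the P/I effect and the CHX effect during P/I had a covariance of -0.0971 and a correlation of -0.46. Both effects use the P/I-stimulated DMSO arrays, and 1000 simulated sets with no effects gave a mean covariance of -0.0117 and a mean correlation of -0.50. These arrays were not split, because dividing 3 arrays would leave fewer than 2 on one side.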
